# The DYT6 dystonia causative protein THAP1 is responsible for proteasome activity via *PSMB5* transcriptional regulation

**DOI:** 10.1038/s41467-025-56867-x

**Published:** 2025-02-14

**Authors:** Yan Wang, Yi Wang, Tomohiro Iriki, Eiichi Hashimoto, Maki Inami, Sota Hashimoto, Ayako Watanabe, Hiroshi Takano, Ryo Motosugi, Shoshiro Hirayama, Hiroki Sugishita, Yukiko Gotoh, Ryoji Yao, Jun Hamazaki, Shigeo Murata

**Keywords:** Proteasome, Transcriptional regulatory elements

## Abstract

The proteasome plays a pivotal role in protein degradation, and its impairment is associated with various pathological conditions, including neurodegenerative diseases. It is well understood that Nrf1 coordinates the induction of all proteasome genes in response to proteasome dysfunction. However, the molecular mechanism regulating the basal expression of the proteasome remains unclear. Here we identify the transcription factor THAP1, the causative gene of DYT6 dystonia, as a regulator of proteasome activity through a genome-wide genetic screen. We demonstrated that THAP1 directly regulates the expression of the *PSMB5* gene, which encodes the central protease subunit β5. Depletion of THAP1 disrupts proteasome assembly, leading to reduced proteasome activity and the accumulation of ubiquitinated proteins. These findings uncover a regulatory mechanism for the proteasome and suggest a potential role for proteasome dysfunction in the pathogenesis of dystonia.

## Abstract (web summary)

The proteasome is crucial for protein degradation, and its dysfunction is linked to various pathologies. Here, the authors show that the transcription factor THAP1, the causative gene for DYT6 dystonia, is essential for proteasome activity by regulating the expression of the core β5 subunit.

## Introduction

The ubiquitin-proteasome system (UPS) is widely conserved in eukaryotes and is responsible for the degradation of ubiquitinated proteins^1^. This metabolism of proteins via the UPS plays a pivotal role in regulating essential cellular events and maintaining cellular homeostasis through a multitude of processes, including the cell cycle^1^, signal transduction^2^, DNA repair^3^, and protein quality control^4^. A chain of lysine 48-linked ubiquitin molecules is covalently added onto target proteins via ubiquitin-activating enzymes (E1), ubiquitin-conjugating enzymes (E2), and ubiquitin ligases (E3), and serves as the primary signal for recognition by the 26S proteasome^5^.

The 26S proteasome is a large, multi-subunit protease complex that degrades ubiquitinated proteins in an ATP-dependent manner. The 26S proteasome consists of a central 20S core particle (CP) capped at one or both ends by 19S regulatory particles (RPs)^6^. The CP, which is responsible for the proteolytic activity, has a cylindrical structure in which an α-ring, composed of α1–7 subunits, and a β-ring, consisting of β1–7 subunits, coaxially overlap in the order of α-β-β-α^7–9^. The α-ring serves as a gate for entry into the CP of substrate proteins that are unfolded by the RPs. The β1, β2, and β5 subunits, which are associated with caspase-like, trypsin-like, and chymotrypsin-like activities, respectively, confer the ability to cleave peptide bonds and degrade substrate proteins that have entered the CP. The RPs are divided into two sub-complexes, termed the base and the lid. The base consists of six different homologous AAA-ATPase subunits (Rpt1–6) and three non-ATPase subunits (Rpn1, Rpn2, and Rpn13), whereas the lid is composed of nine non-ATPase subunits (Rpn3, Rpn5–9, Rpn11–12, and Rpn15)^10^.

Many proteins have been shown to regulate the biogenesis and function of the 26S proteasome. The assembly of the proteasome is mediated by multiple dedicated chaperones, including PAC1/Pba1, PAC2/Pba2, PAC3/Pba3, PAC4/Pba4, and POMP/Ump1 for CP assembly, and S5b/Hsm3, p27/Nas2, p28/Nas6, and PAAF1/Rpn14 for RP assembly^11–13^. In multicellular organisms, the transcription factor Nrf1 and its orthologs orchestrate the coordinated expression of all proteasome subunit genes in response to proteasomal inhibition^14,15^. Given that most genetic approaches employed to study the proteasome have been performed in budding yeast, exploring the mechanism of proteasomal regulation in mammals is imperative, as the mechanisms of proteasomal regulation becomes increasingly diverse and complex in multicellular organisms, and as human diseases associated with proteasome dysfunction are becoming known.

It is widely accepted that proteasomal dysfunction disrupts cellular homeostasis, contributing to the development of various diseases and accelerating aging^16–18^. For example, aged organisms have been reported to exhibit a decline in proteasome activity, resulting in the accumulation of aberrant and potentially deleterious proteins. Moreover, mutations in the proteasome subunits have been shown to be pathogenic. An intronic homozygous variant in *PSMC3* and heterozygous de novo nonsense mutations in *PSMD12* have been reported to cause neurodevelopmental disorders^19,20^. Similarly, mutations in *PSMB8* (*PSMB8*^*G197V/G197V*^) and heterozygous variants of *PSMB9* (*PSMB9*^*G156D/+*^) have been identified in patients with autoinflammatory and immunodeficiency diseases^21–23^. Conversely, studies have shown that enhancing proteasome activity can extend the lifespan of nematodes and fruit flies^24,25^. The overexpression of the β5 subunit extended the lifespan of fruit flies^26^. This is attributed to an increase in the quantity of active proteasomes, as overexpression of the β5 subunit has been shown to increase the amount of assembled proteasomes in human cells, underscoring the importance of β5 in proteasome function^27^. It is evident that the regulation of proteasome function is of significant biological importance. However, the detailed molecular mechanisms underlying proteasome regulation remain incompletely understood.

To gain a comprehensive understanding of the regulatory mechanisms governing proteasome function, a genome-wide CRISPR knockout screen was conducted. This approach identified the transcription factor THAP1 as a regulator of the proteasome. THAP1 is a member of the THAP family of transcription factors and is assumed to be involved in neuronal development, myelination, and DNA repair^28–31^. Several mutations in THAP1 have been linked to DYT6 dystonia, a neurological disorder characterized by involuntary muscle contractions or abnormal postures in movement^32,33^. Nevertheless, it remains unclear which target gene of THAP1 is responsible for the pathogenesis of DYT6 dystonia. We demonstrated that *THAP1* knockout resulted in reduced proteasome activity and the accumulation of ubiquitinated proteins due to defects in the assembly of the CP. Further investigation revealed that knockout of *THAP1* specifically reduced the expression of the β5 subunit without perturbation of other proteasome subunit expressions. We also showed that THAP1 binds to the promoter region of *PSMB5*, thereby regulating proteasome activity. These results suggest a potential link between proteasomal dysfunction and the pathogenesis of dystonia.

## Results

### Identification of THAP1 as a regulator of the proteasome through a genome-wide screen

To identify regulators of the proteasome, we employed a genome-wide CRISPR knockout screen. To monitor proteasome dysfunction, we utilized an artificial protein, the mouse ornithine decarboxylase (mODC) degradation domain (amino acids 410–461) fused to the fluorescent protein ZsGreen (ZsGreen-mODC). ZsGreen-mODC is continually degraded following translation under steady conditions and accumulates under proteasome-impaired conditions, exhibiting green fluorescence (Supplementary Fig. 1a). We established U2OS cell lines stably expressing mCherry-P2A-ZsGreen-mODC to monitor cells with reduced proteasome activity resulting from gene knockout, utilizing mCherry as a reference to normalize construct expression levels. We performed a flow cytometry-based CRISPR knockout screen (Supplementary Fig. 1b). The top 557 genes with a robust rank aggregation (RRA) score less than 0.01, corresponding to -Log_10_ (RRA score) > 2, were defined as positive hits (Fig. 1a). Proteasome subunits were identified as top hits, confirming the reliability of the screen (Fig. 1a and Supplementary Fig. 1c). Within the top 50 genes, *THAP1* had a relatively high RRA score, aside from the proteasome subunits, and had not been reported to be associated with the proteasome, making it a likely proteasome regulator (Supplementary Fig. 1c).

**Fig. 1:**
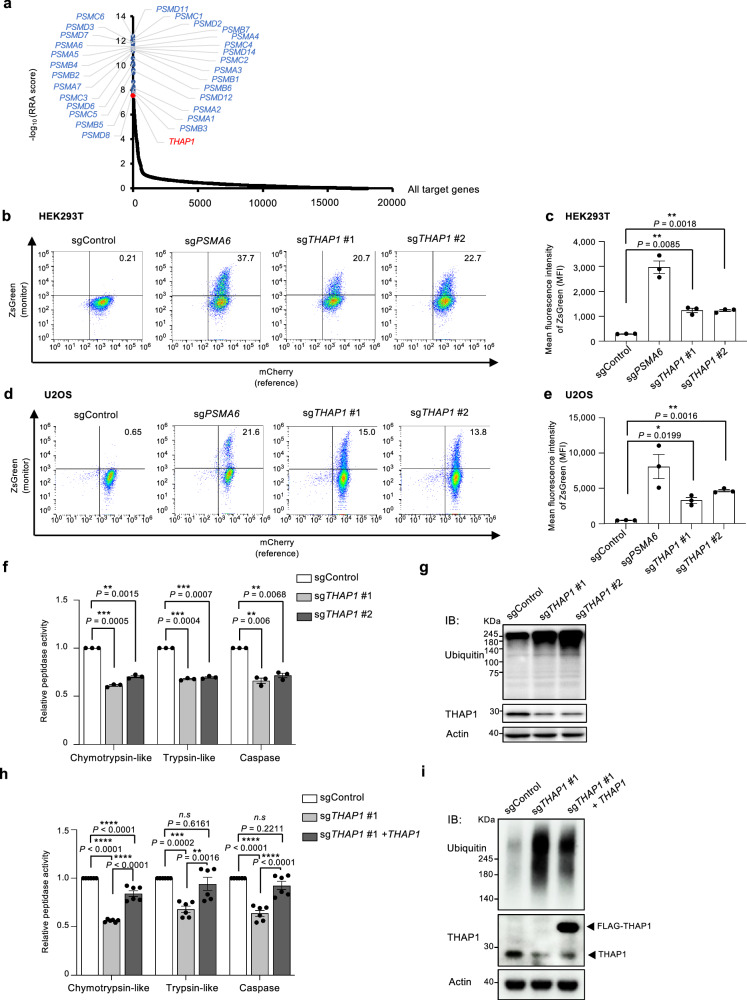
Identification of THAP1 as a regulator of the proteasome through a genome-wide screen. **a** The dots represent the RRA scores of genes in the CRISPR screen. The blue dots and red dot represent proteasome subunits and *THAP1*, respectively. **b**, **d** Flow cytometry analysis of HEK293T (**b**) and U2OS cells (**d**) stably expressing mCherry-P2A-ZsGreen-mODC transfected with sgControl (negative control), sg*PSMA6* (positive control), and sg*THAP1*. The numbers in the upper right quadrant of (**b**) and (**d**) represent the percentage of the total population. **c**, **e** Mean fluorescence of ZsGreen-positive cells in the upper right quadrants of (**b**) and (**d**), respectively. Data represent the mean ± SEM (*n* = 3 from three biological replicates). The significance were calculated using an unpaired two-tailed Student’s t-test with Welch’s correction and one-way ANOVA Tukey with multiple comparisons test. **f** Proteasome chymotrypsin-, trypsin-, and caspase-like activities of HEK293T cells transfected with sgControl and sg*THAP1*. The activity was measured in the absence of SDS for measuring the 26S activity. **g** HEK293T cells were transfected with the indicated sgRNA and subjected to immunoblot analysis with antibodies against the indicated proteins. **h**, **i** The chymotrypsin-, trypsin-, and caspase-like activities (**h**) and immunoblot analysis (**i**) of the *THAP1* knockout cells in which sgRNA-resistant *THAP1* cDNA was added back. The 26S proteasome activities were measured in the absence of SDS. Data represent the mean ± SEM (*n* = 3 from three biological replicates). The significance were calculated using one-way ANOVA Tukey with multiple comparisons test, with exact *P-*values as follows: Chymotrypsin-like relative peptidase activity: ****P < 0.0001 (*P*_sgControl vs sg*THAP1* #1_); ****P < 0.0001 (*P*_sgControl vs sg*THAP1* #1+THAP1_); ****P < 0.0001 (*P*_sg*THAP1* #1 vs sg*THAP1* #1+THAP1_), Trypsin-like relative peptidase activity; **P < 0.001 (*P*_sgControl vs sg*THAP1* #1_ = 0.0002); *n.s., not significant*, (*P*_sgControl vs sg*THAP1* #1+THAP1_ = 0.6161); **P < 0.01 (*P*_*s*g*THAP1* #1 vs sg*THAP1* #1+THAP1_ = 0.0016), Caspase relative peptidase activity: ****P < 0.0001 (*P*_sgControl vs sg*THAP1* #1_);*n.s., not significant,*(*P*_sgControl vs sg*THAP1* #1+THAP1_ = 0.2211); ****P < 0.0001(*P*_sg*THAP1* #1 vs sg*THAP1* #1+THAP1_). Data represent the mean ± SEM (*n* = 3 from three biological replicates). n. s., not significant. *P < 0.05; **P < 0.01; ***P < 0.001; ****P < 0.0001. All experiments were performed at least three biologically independent times with similar results. Source data are provided as a Source Data file.

To confirm the results of the screen, we expressed two distinct sgRNAs targeting *THAP1* in HEK293T and U2OS cell lines expressing mCherry-P2A-ZsGreen-mODC. *THAP1* knockout resulted in a significant accumulation of ZsGreen-mODC in both HEK293T (Fig. 1b, c) and U2OS (Fig. 1d, e) cells, comparable to that observed in cells knocked out for the CP subunit α1 encoded by *PSMA6*. We also measured proteasome activity biochemically and observed a significant reduction in proteasome peptidase activity as a result of *THAP1* knockout (Fig. 1f and Supplementary Fig. 1d). To ascertain the impact of *THAP1* knockout on proteasome activity, we analyzed cell lysates by immunoblotting. Consistent with the decrease in proteasome activity, *THAP1* knockout led to a marked accumulation of ubiquitinated proteins (Fig. 1g). The reduction in proteasome activity and the increase in ubiquitinated proteins resulting from *THAP1* knockout were rescued by overexpression of sgRNA-resistant cDNA for THAP1 (Fig. 1h, i, and Supplementary Fig. 1e). These results demonstrate that THAP1 is a proteasome regulator.

### THAP1 is essential for the assembly of the proteasome CP

To understand the mechanism by which *THAP1* knockout decreases proteasome activity, cell lysates from *THAP1* knockout cells were analyzed by immunoblotting against proteasome subunits and assembly chaperones. We found an accumulation of precursor of β1 and β2 subunits, whose propeptides are cleaved upon completion of CP assembly, and a marked decrease in the other β subunits, β3–7, while α subunits and RP subunits were less affected (Fig. 2a and Supplementary Fig. 2a). Furthermore, we observed an accumulation of CP assembly chaperones PAC2 and Ump1, suggesting the accumulation of intermediates during CP assembly (Fig. 2a). These results suggest a defect in proteasome assembly upon *THAP1* knockout.

**Fig. 2:**
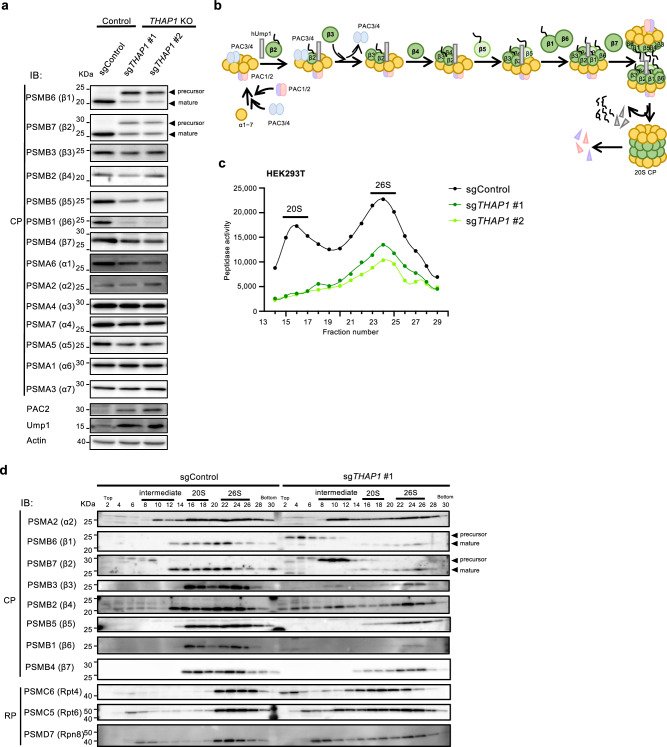
THAP1 is essential for CP assembly. **a** Immunoblot analysis of lysates from HEK293T cells using antibodies against the indicated proteins. **b** Schematic diagram of the assembly process of the proteasome CP. **c**, **d** HEK293T cells were transfected with the indicated sgRNA and selected by puromycin for 6 days. The cell extracts were fractionated by glycerol gradient centrifugation, and an equal amount of each even-numbered fraction was used for measuring proteasome chymotrypsin-like activity in the presence of 0.025% SDS. **c** and for immunoblot analysis using antibodies against the indicated subunits. Fractions 8–12, 16–18, and 22–26 correspond to fractions containing CP assembly intermediates, assembled 20S CP, and the 26S proteasome, respectively (**d**). All experiments were performed at least three biologically independent times with similar results. Source data are provided as a Source Data file.

Previous studies have detailed the process of CP assembly. An α-ring is first formed, onto which β subunits are incorporated in the order of β2, β3, β4, β5, β6, β1, and β7, of which β2, β5, and β1 have propeptides that are cleaved off upon completion of CP assembly (Fig. 2b).

To investigate in detail which step of CP assembly was impaired by *THAP1* knockout, cell lysates were fractionated by glycerol gradient centrifugation, and each fraction was subjected to a peptidase activity assay and immunoblotting. *THAP1* knockout resulted in a decrease in proteasome activity in both 20S and 26S fractions (Fig. 2c and Supplementary Fig. 2b, c). Consistent with this, CP subunits were decreased in both 20S and 26S fractions of *THAP1* knockout (Fig. 2d). The most striking difference was the accumulation of CP assembly intermediates, as evidenced by an increase in the precursor form of β2, β3, and β4 as well as α2 in fractions lighter than the assembled CP (20S) in *THAP1* knockout (Fig. 2d, fractions 8–12). The other β subunits, β1, β5, β6, and β7, were barely observed in these fractions; rather, the precursor form of β1 was found in even lighter fractions, presumably in the orphan subunit state without incorporation into CP assembly intermediates (Fig. 2d, fractions 2–6). Considering the assembly process of the CP^34^ (Fig. 2b), these results indicate that CP assembly proceeded up to the incorporation of β2, β3, and β4, but the incorporation of β5 and beyond was severely compromised, most likely in the process of β5 incorporation. The absence of the precursor forms of β5 in the accumulated assembly intermediates, nor in the even lighter fractions, suggests that β5 expression is rate limiting in *THAP1* knockout cells.

### THAP1 regulates the expression of *PSMB5*

Since THAP1 has been reported to function as a transcription factor with a DNA-binding THAP domain, we reasoned that THAP1 might directly regulate the transcription of the proteasome subunits. We examined the mRNA levels of proteasome subunits and assembly chaperones in *THAP1* knockout cells using RT-qPCR. Of the genes examined, we found that only the mRNA of β5, encoded by *PSMB5*, was significantly decreased in *THAP1* knockout cells, whereas the mRNA levels of other β subunits (Fig. 3a), α subunits, RP subunits, and assembly chaperones were not affected by *THAP1* knockout (Supplementary Fig. 3). The reduction in the mRNA levels of β5 resulting from *THAP1* knockout was rescued by overexpression of sgRNA-resistant cDNA of THAP1 (Fig. 3b). These results suggest that THAP1 specifically regulates the expression of the β5 subunit but not other subunits.

**Fig. 3:**
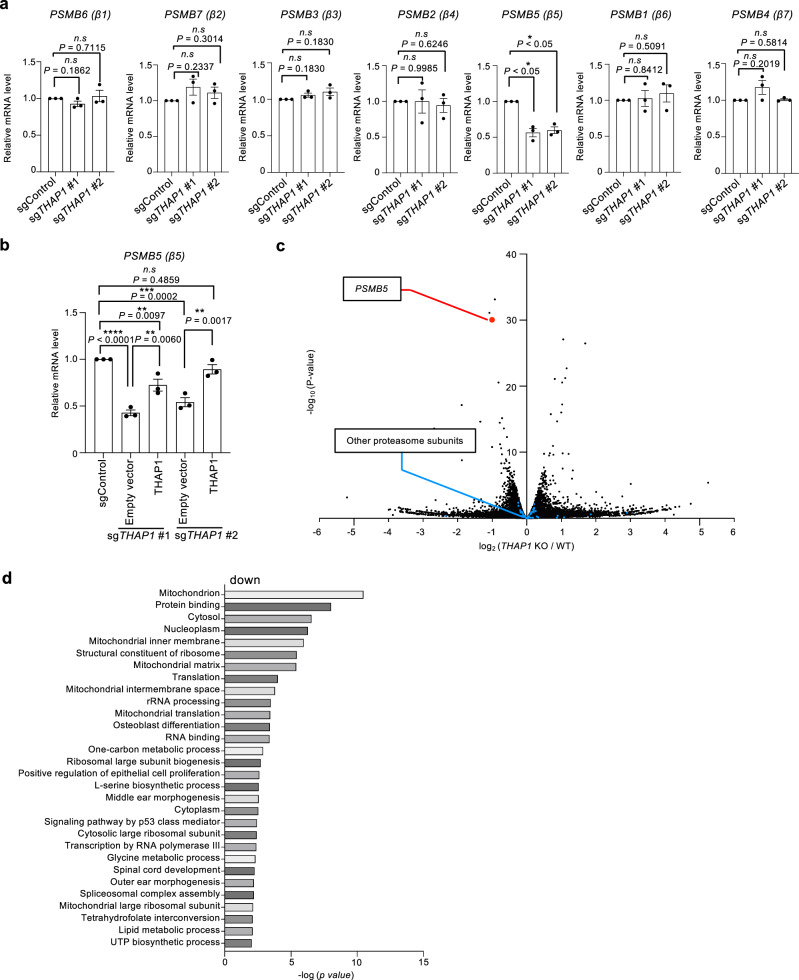
THAP1 regulates the expression of *PSMB5.* **a** mRNA expression levels of proteasome β subunit genes in HEK293T cells transfected with the indicated sgRNAs. All data are presented as mean ± SEM (n = 3 from three biological replicates). The significance were calculated using an unpaired two-tailed Student’s t-test with Welch’s correction. n.s., not significant. *P < 0.05; **P < 0.01; ***P < 0.001; ****P < 0.0001. **b** mRNA expression level of the β5 subunit gene in *THAP1* knockout cell with or without the addition of sgRNA-resistant *THAP1* cDNA. All data are presented as mean ± SEM (n = 3 from three biological replicates). Statistical significance is indicated by one-way ANOVA Tukey with multiple comparisons test, with exact *P-*values as follows: **P < 0.01(*P*_sgControl vs sg*THAP1* #1+THAP1_ = 0.0097); ***P < 0.001 (*P*_sgControl vs sg*THAP1* #2_ = 0.0002); *n.s., not significant. (P*_sgControl vs sg*THAP1* #2+THAP1_ = 0.4859); **P < 0.01(*P*_sg*THAP1* #1 vs sg*THAP1* #1+THAP1_ = 0.006); **P < 0.01 (*P*_sg*THAP1* #2 vs sg*THAP1* #2+THAP1_ = 0.0017); n.s., not significant. *P < 0.05; **P < 0.01; ***P < 0.001; ****P < 0.0001. **c** Volcano plot of RNA-seq results of *THAP1* knockout HEK293T cells, compared to control HEK293T cells. HEK293T cells were transfected with a control sgRNA and a *THAP1*-targeting sgRNA, selected by puromycin for 3 days, and subjected to RNA extraction. *PSMB5* and other proteasome subunits are shown in red and blue, respectively. The significance were calculated using an unpaired two-tailed Student’s t-test correction. **d** Gene Ontology analysis for biological process of genes downregulated by *THAP1* knockout with the changes of fold change > 0.2 and a *P*-value < 0.01 of (**c**). The significance were calculated using Modified Fisher Exact test and adjusted by Bonferroni, Benjamini, and FDR. All experiments were performed at least three biologically independent times with similar results. Source data are provided as a Source Data file.

THAP1 has been implicated in the expression of genes involved in neurodevelopment and has not previously been associated with the expression of a proteasome gene. To comprehensively identify the primary transcriptional targets of THAP1, we performed RNA-Seq analysis on *THAP1* knockout cells. We confirmed that among the proteasome subunits, only the expression of *PSMB5* was downregulated in *THAP1* knockout cells (Fig. 3c). *THAP1* knockout also affected the expression of many other genes. Gene ontology analysis of genes downregulated by *THAP1* knockout revealed that THAP1 also regulates genes involved in ribosome biogenesis and mitochondrial function (Fig. 3d and Supplementary Data 1). These results suggest that THAP1 is involved in various cellular homeostasis mechanisms, in addition to proteasome function.

### Overexpression of β5 rescues proteasome dysfunction caused by *THAP1* knockout

To examine whether the regulation of proteasome activity by THAP1 is mediated through the regulation of *PSMB5* expression, we transiently overexpressed each β subunit in *THAP1* knockout cells for five days. Of the β subunits, only the overexpression of β5 significantly rescued proteasome activity (Fig. 4a). The increase in ubiquitinated proteins resulting from *THAP1* knockout was also rescued by overexpression of β5 (Supplementary Fig. 4a). The cell lysates were fractionated by glycerol gradient centrifugation and subjected to peptidase activity assays and immunoblot analysis. Consistently, only β5 overexpression restored proteasome activity in the 20S and 26S fractions (Fig. 4b and Supplementary Fig. 4a, b), reduced the accumulation of orphan β1 (Supplementary Fig. 4b, fractions 2–8) and the precursor β2 (Supplementary Fig. 4b, fractions 10–14), and increased the amount of assembled proteasomes (Supplementary Fig. 4b, fractions 22–26).

**Fig. 4:**
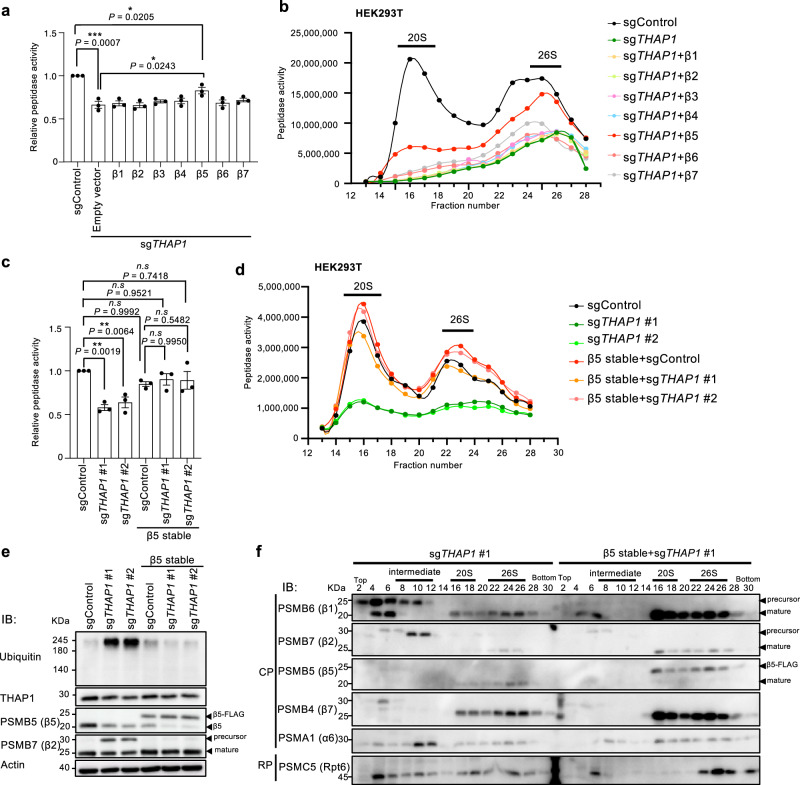
Overexpression of β5 restores proteasome dysfunction caused by *THAP1* knockout. **a** The HEK293T cells were transfected with the indicated sgRNA targeting *THAP1* and subsequently transfected with each cDNA encoding proteasome β subunits β1–7. After five days, the cells were lysed and subjected to proteasome chymotrypsin-like activity assay. **b** The lysates from (**a**) were fractionated by glycerol gradient centrifugation, and an equal amount of each even-numbered fraction was subjected to a proteasome chymotrypsin-like activity assay. **c**, **e** The HEK293T cells stably overexpressing β5-FLAG were transfected with sgRNA targeting *THAP1*. Cell lysates were subjected to proteasome chymotrypsin-like activity assay (**c**) and immunoblot analysis using antibodies against the indicated proteins (**e**). **d**, **f** The lysates from (**c**) were fractionated by glycerol gradient centrifugation, and equal amounts of each even-numbered fraction were subjected to proteasome chymotrypsin-like activity assay. (**d**) and immunoblot analysis using antibodies against the indicated proteins (**f**). Proteasome activity assays were performed in the presence of 0.025% SDS for measuring both the 20S and 26S activities. Data are presented as mean ± SEM (*n* = 3 from three biological replicates). The significance were calculated using an unpaired two-tailed Student’s t-test with Welch’s correction and one-way ANOVA Tukey with multiple comparisons test. *n.s*., *not significant*. *P < 0.05; **P < 0.01; ***P < 0.001; ****P < 0.0001. All experiments were performed at least three biologically independent times with similar results. Source data are provided as a Source Data file.

Since transient overexpression of β5 did not fully restore the proteasome activity decreased by *THAP1* knockout, possibly due to transfection efficiency and duration of overexpression, we generated a HEK293T cell line stably expressing β5-FLAG and performed *THAP1* knockout. Stable overexpression of β5 almost completely rescued the decrease in proteasome activity and the accumulation of ubiquitinated proteins caused by the absence of THAP1 (Fig. 4c–e and Supplementary Fig. 4c, d). We also observed a decrease in the precursor form of β1 (Fig. 4e, f, fractions 2–10) and β2 (Fig. 4e, f, fractions 10–12) and efficient incorporation of exogenous β5-FLAG proteins into assembled proteasomes (Fig. 4f, fractions 16–26). Taken together, these results indicate that the regulation of *PSMB5* expression by THAP1 is responsible for maintaining proteasome activity.

### THAP1 binds to the upstream sequence of the *PSMB5* gene

To elucidate the mechanism of transcriptional regulation of *PSMB5* by THAP1, we analyzed the public ChIP-Seq data available on ChIP-Atlas^35^. Peaks of THAP1 binding were observed in genes encoding β5, Rpn7, and Rpn12, with the upstream sequence of the *PSMB5* gene exhibiting a particularly strong binding frequency (Fig. 5a), consistent with the result that THAP1 specifically regulates the expression of *PSMB5*.

**Fig. 5:**
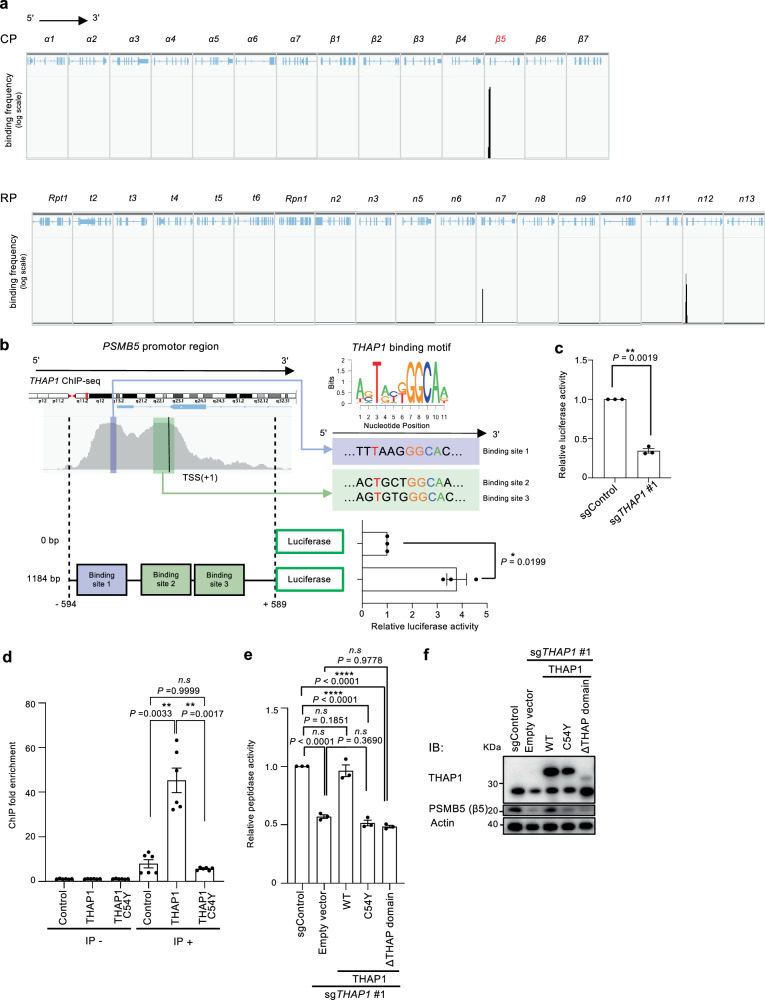
THAP1 binds to the upstream sequence of the *PSMB5* gene. **a** Analysis of publicly available THAP1 ChIP-seq data with a data height of 120 and data range of 0-2.5. THAP1-binding sites within each proteasome subunit of the CP and RP are shown. **b** Close-up view of THAP1-binding sites on the *PSMB5* gene. Three putative THAP1 binding sites around the transcription start site (TSS) of the *PSMB5* gene were aligned with the THAP1 binding motif sequence and depicted. The constructs and the results of the luciferase assay for promoter activity are shown. Data are presented as mean ± SEM (n = 3 from three biological replicates). The significance were calculated using an unpaired two-tailed Student’s t-test with Welch’s correction. *P < 0.05. No adjustments were made for multiple comparisons. **c** Relative luciferase activity in HEK293T luciferase reporter cells transfected with the indicated sgRNA. Data are presented as mean ± SEM (*n* = 3 from three biological replicates). The significance were calculated using an unpaired two-tailed Student’s t-test with Welch’s correction. **P < 0.01. No adjustments were made for multiple comparisons. **d** ChIP-qPCR analysis of THAP1 wild-type and C54Y mutant constructs. Cell lysates from HEK293T cells transfected with cDNAs encoding FLAG-tagged THAP1 wild-type or C54Y mutant cDNA were subjected to ChIP-qPCR to quantify binding to the promoter region of the *PSMB5* gene. Data are presented as mean ± SEM (n = 3 from three biological replicates). The significance were calculated using two-way ANOVA Tukey with multiple comparisons test. *n.s., not significant*; **P < 0.01. **e**, **f** Chymotrypsin-like activity (**e**) and immunoblot analysis (**f**) in *THAP1* knockout cells in which sgRNA-resistant THAP1 wild-type, C54Y mutant, and THAP binding-domain deletion were added back. The 20S proteasome activity was measured in the presence of 0.025% SDS. Statistical significance is indicated (**e**) by one-way ANOVA Tukey with multiple comparisons test, with exact *P*-values as follows: *P* < 0.0001 (*P*_sgControl vs sg*THAP1* #1_); *n.s*., *not significant* (*P*_sgControl vs sgTHAP1 #1+THAP1_ = 0.1851); *p* < 0.0001 (*P*_sgControl vs sg*THAP1* #1+THAP1 C54Y_); *P* < 0.0001(*P*_sgControl vs sg*THAP1* #1+THAP1 ΔTHAP domain_); *n.s*., *not significant* (*P*_sg*THAP1* #1 vs sg*THAP1* #1+THAP1 C54Y_ = 0.369); *n.s*., *not significant* (*P*_sg*THAP1* #1 vs sg*THAP1* #1+THAP1 ΔTHAP domain_ = 0.9778). Data are presented as mean ± SEM (*n* = 3 from three biological replicates). The significance were calculated using an unpaired two-tailed Student’s t-test with Welch’s correction. *n.s*., *not significant*; *P < 0.05; **P < 0.01; ***P < 0.001. All experiments were performed at least three biologically independent times with similar results. Source data are provided as a Source Data file.

A closer look at the ChIP-Seq data upstream of the *PSMB5* gene revealed two peaks before and after the transcription start site and a total of three putative THAP1 binding sequence motifs^36^ (NNTNNNGGCAN, N represents any nucleotide) within the 500-bp sequence around the transcription start site (Fig. 5b).

To investigate the importance of this approximately 1-kb region for *PSMB5* expression, we performed a luciferase reporter assay. The addition of the 1-kb sequence upstream of the luciferase cDNA increased the relative luciferase activity (Fig. 5b), and *THAP1* knockout resulted in a decrease in luciferase activity (Fig. 5c), suggesting that THAP1 activates *PSMB5* expression at least via the 1-kb upstream region of the *PSMB5* gene.

To determine whether THAP1 directly binds to the *PSMB5* promoter region, we performed chromatin immunoprecipitation (ChIP) using FLAG antibodies against exogenously expressed FLAG-THAP1. We observed that THAP1 binding to the *PSMB5* promoter region was significantly higher in cells expressing wild-type THAP1 compared to control cells (Fig. 5d). In contrast, the pathological THAP1 point mutation variant (C54Y) did not co-immunoprecipitate with the *PSMB5* promoter region (Fig. 5d). These results indicate that THAP1 directly binds to the *PSMB5* promoter region, whereas the disease-associated THAP1 C54Y mutant fails to bind the *PSMB5* promoter region effectively.

To evaluate the effect of the pathological point mutation or a defect in the DNA-binding domain of THAP1 on proteasome activity and β5 expression, we overexpressed these variants, along with wild-type THAP1, in *THAP1* knockout cells (Fig. 5e, f, and Supplementary Fig. 5). Overexpression of wild-type THAP1 effectively restored proteasome activity and β5 expression. In contrast, neither the pathological C54Y point mutant THAP1 nor the DNA-binding domain-deficient THAP1 were able to do so. These results underscore the pivotal role of the DNA-binding capacity of THAP1 in regulating β5 expression and proteasome activity.

### THAP1 dysfunction leads to proteasome deficiency in neurons and mice

To investigate whether THAP1 similarly regulates proteasome activity in neuronal cells, we performed *THAP1* knockout in SH-SY5Y cells, a human neuroblastoma-derived cell line. In these cells, we observed a decrease in both β5 mRNA expression and proteasome activity in SH-SY5Y cells (Fig. 6a, b, and Supplementary Fig. 6a). To further support these findings, we analyzed transcriptomic data from previous studies on *Thap1* mutant mice^29^, which confirmed reduced *PSMB5* expression in *THAP1* knockout neuronal tissues (Supplementary Fig. 6b). These results demonstrate that THAP1 also regulates proteasome function in neuronal cells.

**Fig. 6:**
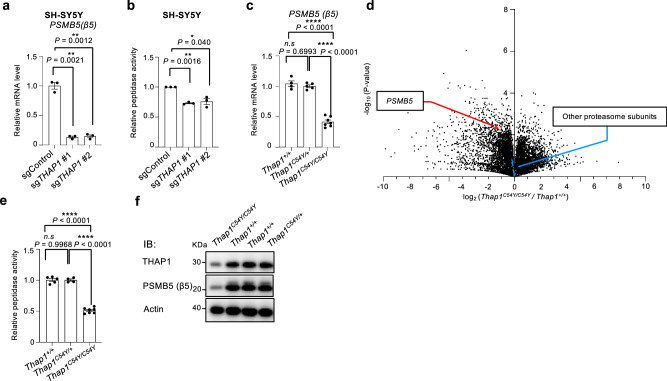
THAP1 regulate proteasome function in neurons and mice embryos. **a** mRNA expression levels of proteasome β5 subunit gene in SH-SY5Y cells transfected with the indicated sgRNAs. Data are presented as mean ± SEM (*n* = 3 from three biological replicates). The significance were calculated using an unpaired two-tailed Student’s t-test with Welch’s correction. **P < 0.01. **b** Proteasome chymotrypsin-like activity of SH-SY5Y cells transfected with indicated sgRNA. The activity was measured in the presence of 0.025% SDS. Data are presented as mean ± SEM (*n* = 3 from three biological replicates). The significance were calculated using an unpaired two-tailed Student’s t-test with Welch’s correction. *P < 0.05; **P < 0.01. **c** mRNA expression levels of proteasome β5 subunit gene in the *Thap1*^*+/+*^, *Thap1*^*C54Y/+*^ and *Thap1*^*C54Y/C54Y*^ embryos at E10.5. Data represent the mean ± SEM (n = 4 for *Thap1*^*+/+*^ *n* = 5 for *Thap1*^*C54Y/+*^ and *n* = 6 for *Thap1*^*C54Y/C54Y*^ from three biological replicates). **d** Volcano plot of RNA-seq results of *Thap1*^*C54Y/C54Y*^ embryos at E10.5, compared to *Thap1*^*+/+*^ embryos at E10.5. *PSMB5* is highlighted in red and other proteasome subunits are colored in blue. Data represent the mean ± SEM (*n* = 3 for *Thap1*^*+/+*^ and *n* = 3 for *Thap1*^*C54Y/C54Y*^) The significance were calculated using an unpaired two-tailed Student’s t-test correction. **e** Proteasome chymotrypsin-like activity of *Thap1*^*C54Y/C54Y*^ embryos at E10.5. The activity was measured in the presence of 0.025% SDS. **f** The *Thap1*^*+/+*^, *Thap1*^*C54Y/+*^ and *Thap1*^*C54Y/C54Y*^ embryos at E10.5 were subjected to immunoblot analysis with antibodies against the indicated proteins. Data represent the mean ± SEM (*n* = 3 from three biological replicates). Significance was calculated using an unpaired two-tailed Student’s t-test with Welch’s correction and one-way ANOVA Tukey with multiple comparisons test. *n.s*., *not significant*; *P < 0.05; **P < 0.01; ***P < 0.001; ****P < 0.0001. All experiments were performed at least three biologically independent times with similar results. Source data are provided as a Source Data file.

Finally, we generated Thap1 C54Y mutant knock-in mice to examine the effects of the dystonia-associated THAP1 mutation on proteasome regulation in vivo. *Thap1*^*C54Y/C54Y*^ mice were embryonic lethal around E10.5, consistent with previous reports^29,37^. RT-qPCR analysis of whole embryos at E10.5 revealed a significant decrease in *Psmb5* transcription in *Thap1*^*C54Y/C54Y*^ embryos compared to *Thap1*^*C54Y/+*^ and *Thap1*^*+/+*^ embryos (Fig. 6c). 

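Whole embryos at E10.5 were compared by RNA-seq, with 3 Thap1+/+ (wild-type) embryos and 3 Thap1 C54Y/C54Y embryos, each sequenced as a separate library and numbered as replicates 1 to 3 in its group. Libraries were made with FLASH-seq, a protocol that copies polyadenylated transcripts into full-length cDNA, applied here to bulk RNA. The authors aligned the reads with STAR 2.7.10, counted them per gene with featureCounts 2.0.1 and deposited them as TPM, in which the reads of a gene are divided by its length and scaled to a total of 1000000 per embryo. TPM keep no read depth, so the number of reads behind each value is unknown. The methods name the human genome hg38 for this alignment, whereas the table lists 24421 mouse gene symbols. Of these, 24002 were matched by symbol to the GENCODE M21 annotation of GRCm38, from which all coordinates of genes were taken. The methods name DESeq2 for differential expression, and the legend of Fig. 6d names an unpaired two-tailed test. Because TPM are not counts, genes were tested here with limma on log2(TPM + 1), for the 13812 genes with a mean of at least 1 TPM over the 6 embryos, with Benjamini-Hochberg adjustment and a threshold of 0.05. Log2 fold changes are on this scale, which understates the change of genes with low TPM. With 3 embryos against 3, an exact permutation test of a single gene cannot give a p below 0.1.
The embryos differed in 2 further respects. Ddx3y, Eif2s3y, Kdm5d and Uty on chromosome Y were expressed in every wild-type embryo (Ddx3y between 20.0 and 22.4 TPM), and Xist, which is transcribed from the inactive X chromosome, was at most 0.00392 TPM in them. In the Thap1 C54Y/C54Y embryos, Xist was between 6.66 and 7.93 TPM and Ddx3y at most 0.0326 TPM. Sex-linked transcripts therefore separated the groups completely, and sex and genotype cannot be told apart in these 6 embryos. Separately, 17 genes of the yolk sac endoderm took between 2.39% and 3.25% of all TPM in replicates 1 and 2 of both groups, but 0.0380% in wild-type replicate 3 and 0.0308% in Thap1 C54Y/C54Y replicate 3.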

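Thap1 itself, on the forward strand of chromosome 8 of GRCm38 from 26158141 to 26164151, was measured at 26.3 ± 3.56 TPM (SD, n = 3) in wild-type embryos and 85.4 ± 3.49 TPM (SD, n = 3) in Thap1 C54Y/C54Y embryos. This was a log2 fold change of 1.67 (standard error 0.12, adjusted p = 0.00107 from limma with Benjamini-Hochberg adjustment), and the transcript was higher in all 3 mutants than in any wild-type embryo. Psmb5, a protein-coding gene on the reverse strand of chromosome 14 from 54614119 to 54618022, was measured at 323.9, 356.7 and 376.8 TPM in the 3 wild-type embryos and at 134.1, 133.8 and 129.5 TPM in the 3 Thap1 C54Y/C54Y embryos. The means were 352 ± 26.7 TPM (SD, n = 3) and 132 ± 2.56 TPM (SD, n = 3), so that the mutants held 37.6% of the wild-type level. Its log2 fold change was -1.40 (standard error 0.092, adjusted p = 7.64e-04 from limma with Benjamini-Hochberg adjustment over all genes tested). The 2 groups did not overlap (exact permutation test, two-sided, p = 0.1, the smallest that 3 against 3 allow). Psmb5 ranked 44th by p among the genes tested. Its log2 difference was -1.34 between replicates 1 and 2 of the groups, which hold yolk sac transcripts, and -1.53 between the embryos numbered 3. Median-of-ratios scaling moved the fold change most, to -1.29. That scaling also moved the median log2 fold change of all genes from -0.083 to 0.022.
All 33 proteasome subunit genes were above the expression limit. Psmb5 was the 1 subunit past the threshold, and the count was also 1 when p was adjusted over the list alone (adjusted p of Psmb5 = 8.18e-05 from limma with Benjamini-Hochberg adjustment). The log2 fold changes of the other 32 subunits lay between -0.24 and 0.088, with a median of -0.087, close to the median of all genes. Of these 32, 26 were lower in Thap1 C54Y/C54Y embryos, and 13 after median-of-ratios scaling. None of them reached an unadjusted p under 0.05 (0 of 32), and their smallest adjusted p was 0.165 from limma with Benjamini-Hochberg adjustment. With the replicate number as a block, 6 of the 32 reached an unadjusted p under 0.05, and the smallest adjusted p was 0.0528 from limma with Benjamini-Hochberg adjustment. Tested as a set with camera at a preset inter-gene correlation of 0.01, the 32 did not move apart from all other genes (adjusted p = 0.457 over 19 lists of genes). The paper had measured Psmb5 in embryos of this stage by RT-qPCR (Fig. 6c), and reads the RNA-seq comparison across subunits as a decrease specific to this gene.

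**Figure D1:**
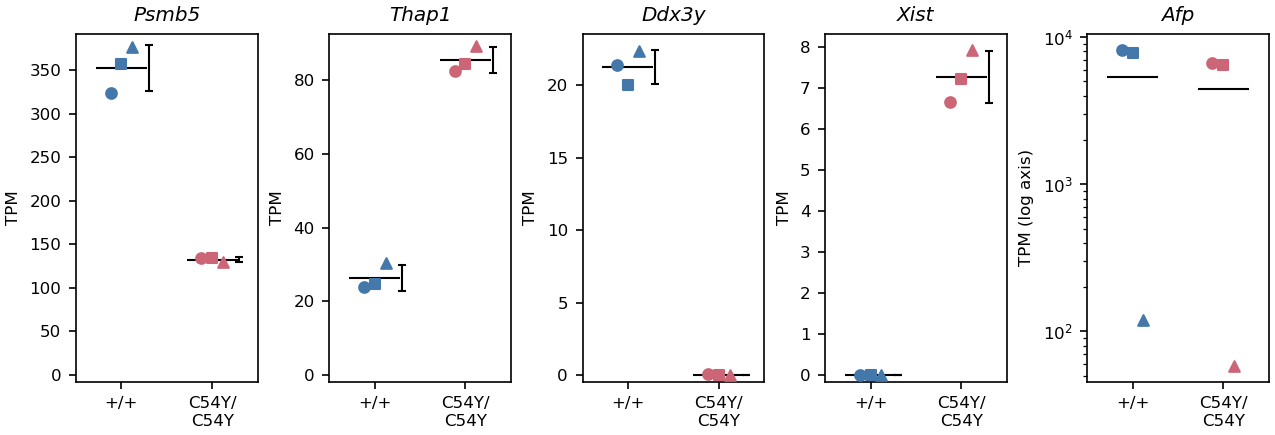
TPM of Psmb5, Thap1, Ddx3y, Xist and Afp in each of the 3 wild-type (+/+) and 3 Thap1 C54Y/C54Y embryos, with circles, squares and triangles for replicates 1, 2 and 3, a horizontal line for the mean and a vertical bar for the SD; the axis of Afp, a yolk sac transcript, is logarithmic and has no SD bar. Psmb5 lies between 129.5 and 134.1 TPM in the mutants and between 323.9 and 376.8 TPM in wild-type embryos, and Afp is low in replicate 3 of both groups.

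**Figure D2:**
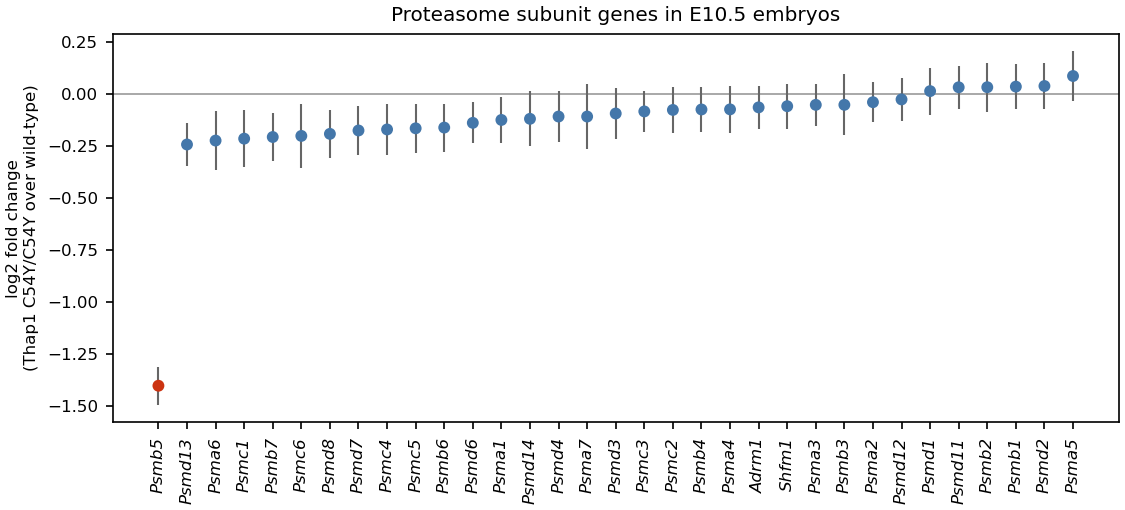
Log2 fold change of the 33 proteasome subunit genes, Thap1 C54Y/C54Y over wild-type embryos (vertical axis), ordered by size, with bars of 1 standard error and the gene past the threshold in red. Psmb5 is at -1.40 and the other 32 lie between -0.24 and 0.088 (26 below 0, or 13 after median-of-ratios scaling).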

RNA-seq analysis further confirmed a specific decrease in *Psmb5* expression among proteasome subunits in *Thap1*^*C54Y/C54Y*^ embryos compared to *Thap1*^*+/+*^ embryos (Fig. 6d, Supplementary Fig. 6c, and Supplementary Data 2). Biochemical analysis of embryo lysates showed a marked reduction in both proteasome activity and β5 protein levels in *Thap1*^*C54Y/C54Y*^ embryos (Fig. 6e, f, and Supplementary Fig. 6d). These results demonstrate that THAP1 regulates proteasome function by mediating β5 transcription in vivo, and that the dystonia-associated mutation disrupts this regulation, raising the possilibity of a link between impaired proteasome activity and the pathogenesis of DYT6 dystonia.

## Discussion

In this study, we identified the transcription factor THAP1, the causative gene of hereditary dystonia DYT6, as a proteasome regulator. 

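In the E10.5 embryos, the subunit next to Psmb5 in size of change was Psmd13, a subunit of the lid of the regulatory particle on chromosome 7 of GRCm38 from 140881968 to 140898643. It was measured at 346 ± 18.8 TPM (SD, n = 3) in wild-type embryos and 293 ± 26.9 TPM (SD, n = 3) in Thap1 C54Y/C54Y embryos, a log2 fold change of -0.24 (standard error 0.10, adjusted p = 0.165 from limma with Benjamini-Hochberg adjustment). Apart from Psmb5, Psmd13 was the 1 subunit of 32 whose groups did not overlap, where chance gives 10%. This count leaves out that embryos with the same replicate number deviated together. Compared within the 3 pairs of equal number, 16 of the 32 subunits were lower in Thap1 C54Y/C54Y in every pair (50% of them, against 39.7% of all genes tested) and 2 were higher in every pair, where chance gives 12.5% for each direction. After median-of-ratios scaling, 3 were lower and 9 higher in every pair. Before any rescaling, 6 subunits had a log2 fold change above 0, from 0.016 for Psmd1 to 0.088 for Psma5. The number of subunits past the threshold depended on how the spread between embryos was estimated. It was 1 with the replicate number as a block, which treats embryos of equal number as pairs. With limma sample weights, which give less weight to embryos far from the rest of their group, 8 subunits passed, namely Psmb5, Psma6, Psmb6, Psmb7, Psmc1, Psmc4, Psmd13 and Psmd8. With the embryos numbered 3 as a batch term, an alternative chosen after seeing the data, 6 passed (Psmb5, Psma6, Psmb7, Psmc1, Psmd13 and Psmd8).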

Of the 33 proteasome subunit genes, THAP1 regulates only the expression of *PSMB5*, which encodes β5 (Fig. 7). The fact that even incomplete loss of THAP1 protein reduced proteasome activity by nearly 50% (Figs. 1 and 2), and that *THAP1* stable knockout cells cannot be established in HEK293T or HCT116 cells (data not shown), indicates that THAP1 plays a crucial role in maintaining proteasome function.

**Fig. 7:**
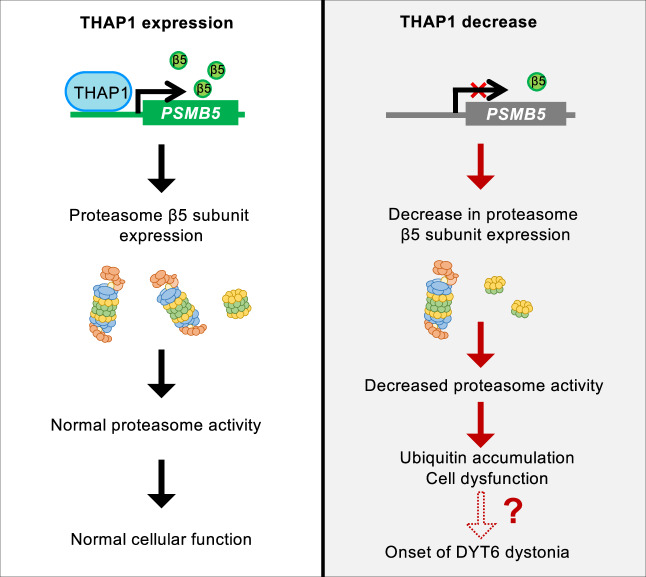
The model of proteasome regulation by THAP1. THAP1 is responsible for constitutive proteasome activity by regulating the transcription of the *PSMB5* gene. A deficiency in THAP1 activity causes a reduction in *PSMB5* expression, an insufficient production of the β5 subunit, a defect in the assembly of the proteasome CP, and a decline in proteasome activity, which leads to the accumulation of the ubiquitinated proteins and disruption of cellular homeostasis. These results suggest the involvement of proteasome dysfunction due to THAP1 mutations in the development of DYT6 dystonia, but direct evidence is not yet available.

The selective induction of only β5 expression by THAP1 contrasts with the well-known transcription factor Nrf1, which induces the expression of all proteasome subunit genes in response to proteasome dysfunction. Unlike Nrf1, THAP1 functions as a constitutive transcription factor, independent of proteasome dysfunction. The significant decrease in proteasome function caused by the decrease in THAP1 function suggests that the amount of β5 is a rate-limiting factor in proteasome biogenesis under normal conditions. Indeed, overexpression of β5 has been reported to increase proteasome activity in human bone marrow stromal cells, resulting in the maintenance of their multipotency and the suppression of cellular senescence. Therefore, the regulation of β5 expression by THAP1 is a critical mechanism that determines the constitutive expression level of proteasomes. 

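Rpn7 is encoded by Psmd6, on chromosome 14 of GRCm38 from 14112174 to 14120984, and Rpn12 by Psmd8, on chromosome 7 from 29174188 to 29180701. In the E10.5 embryos Psmd6 was measured at 459 ± 37.8 TPM (SD, n = 3) in wild-type and 416 ± 22.3 TPM (SD, n = 3) in Thap1 C54Y/C54Y embryos, 90.8% of the wild-type level. Its log2 fold change of -0.14 (standard error 0.099) was not past the threshold (adjusted p = 0.383 from limma with Benjamini-Hochberg adjustment), and the groups overlapped without regard to the replicate numbers. Psmd8 was measured at 387 ± 34.7 TPM (SD, n = 3) and 339 ± 34.8 TPM (SD, n = 3), 87.7% of the wild-type level, with a log2 fold change of -0.19 (standard error 0.12, adjusted p = 0.300 from limma with Benjamini-Hochberg adjustment) and overlapping groups. Both genes were lower in Thap1 C54Y/C54Y in all 3 pairs of embryos with the same number, Psmd8 also after median-of-ratios scaling and Psmd6 not. With the number as a block, the adjusted p was 0.254 for Psmd6 and 0.0869 for Psmd8 from limma with Benjamini-Hochberg adjustment. Psmd8 passed the threshold under 2 of 20 alternatives, limma sample weights (adjusted p = 0.0436) and the batch term for the embryos numbered 3 (adjusted p = 0.0375), while its adjusted p with Benjamini-Hochberg adjustment ranged from 0.0375 to 0.602 over all of them. The fold change of Psmd6 stayed between -0.18 and -0.022, with adjusted p between 0.201 and 0.893 from limma with Benjamini-Hochberg adjustment.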

Although THAP1 binding peaks are also observed in the *Rpn7* and *Rpn12* genes in the ChIP atlas (Fig. 5a), it is clear from the RNA-seq analysis of *THAP1* knockout cells and *Thap1*^*C54Y/C54Y*^ mouse embryos that THAP1 is not involved in the expression of these genes. However, we cannot exclude the possibility that THAP1 might be involved in the expression of *Rpn7* and *Rpn12* under specific conditions.

Dystonia patients exhibit abnormal muscle tension due to excessive brain activity, leading to diverse involuntary movements, abnormal limb positioning, and postural anomalies^38,39^. Maturation of the central nervous system has been shown to be impaired in dystonia patients^40^. To date, 23 loci (DYT1–13, 15–21, 23–25) have been reported to cause hereditary dystonia, and 14 causative genes have been identified; however, the molecular mechanisms underlying the pathogenesis remain elusive. It is believed that DYT6 dystonia results from a loss of THAP1 function, but the specific target gene of THAP1 involved in this disorder remains unclear.

Our findings suggest a potential link between dystonia and proteasomal dysfunction. However, there are many other transcriptional targets of THAP1 besides β5. Gene ontology analysis of genes downregulated in *Thap1*^*C54Y/C54Y*^ embryos revealed that Thap1 is involved in regulating genes related to the nervous system in mouse development, consistent with previous studies^29,41^ (Supplementary Fig. 7). 

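In the E10.5 embryos, 1226 genes were lower and 581 higher in Thap1 C54Y/C54Y than in wild-type embryos (limma with Benjamini-Hochberg adjustment, threshold 0.05), 67.8% of them lower. After median-of-ratios scaling 1265 were lower and 997 higher, 55.9% of them lower. In number of genes, limma sample weights moved the lower count most, to 4285 (2109 higher), and the higher count moved most under the replicate block with a correction for GC content and transcript length, an alternative chosen after seeing the data, to 2418. That fit gave 2271 lower genes, 48.4% of its calls. Without wild-type replicate 2, 475 were lower and 131 higher, and without Thap1 C54Y/C54Y replicate 3, 2713 were lower and 1334 higher. With the block alone, 2845 were lower and 1705 higher, and all 1807 genes called without it were called with the same sign. In place of Gene Ontology terms, lists of nervous system genes were used that had been fixed before the data were examined but after Supplementary Data 2 had been read. They were tested with camera, in the fit used for the subunits. Of 82 nervous system genes tested, 81 were lower in Thap1 C54Y/C54Y embryos, 64 of them past the threshold. The median log2 fold change was -2.23 for 39 genes of neurons, -1.60 for 20 of neural progenitors and -1.30 for 23 of the synapse and axon. Their adjusted p, from camera with Benjamini-Hochberg adjustment over 19 lists, were 2.34e-21, 9.33e-10 and 3.71e-11. All 3 lists also passed with fry, a rotation test, and none of the 3 passed with an estimated inter-gene correlation (0 of 3, adjusted p = 0.245). Camera also called each of the 3 in 8 of the 10 possible splits of the 6 embryos into groups of 3, the real one included, but the median of each list was largest in size in the real split alone. The study's sheet of lower genes, made from these embryos, already holds 13 of the neuron genes, 3 of the progenitor genes and 7 of the synapse and axon genes.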

At present, we cannot determine whether proteasome dysfunction is a central factor in the pathogenesis of dystonia. Even if this is the case, it is also unclear how the loss of function of the ubiquitously expressed THAP1 leads to neurological abnormalities. Recent studies have proposed that dystonia, including DYT6, may have a developmental origin, with symptoms manifesting later due to underlying neurodevelopmental defects^38,42^. The identification of THAP1 as a regulator of proteasome function may further support this notion, as proteasome activity plays a crucial role in maintaining cellular homeostasis during development. Given that proteasome activity is essential for processes such as axon guidance, synapse formation, and myelination^43–46^, it is plausible that impaired proteasome function during critical developmental windows could contribute to the pathogenesis of DYT6 dystonia. In the future, it will be necessary to clarify the link between dystonia and proteasome dysfunction in DYT6 patients or their mouse models by elucidating whether proteasome function is reduced in specific neurons or whether the phenotype can be rescued by restoring proteasome function through β5 overexpression or other means. Addressing these questions may provide insights and strategies for the treatment of dystonia.

## Methods

### Cell culture and transfection

HEK293T, U2OS, and HeLa cells were purchase from American Type Culture Collection (ATCC) and were cultured in Dulbecco’s modified Eagle medium (DMEM, Nacalai Tesque) containing 10% fetal bovine serum (FBS, Thermo Fisher Scientific), 100 U/mL penicillin (Nacalai Tesque), and 100 μg/mL streptomycin (Nacalai Tesque) at 37°C with 5% CO_2_. SH-SY5Y (ATCC) cells were cultured in Dulbecco’s modified Eagle medium (50% DMEM, Nacalai Tesque; 50% Ham’s F-12, Nacalai Tesque) and containing 10% fetal bovine serum (FBS, Thermo Fisher Scientific), 100 U/mL penicillin (Nacalai Tesque), and 100 μg/mL streptomycin (Nacalai Tesque) at 37°C with 5% CO_2_. Transfection was performed using PEI-MAX (MW: 40,000 Da; Polysciences, Warrington). U2OS, HEK293T, HeLa, and SH-SY5Y cells were analyzed 7 days after transfection. Knockout cell lines were established through lentiviral transduction, and cells were selected with 0.5–2.0 μg/mL puromycin.

### Generation of stable cell lines

U2OS cells stably expressing mCherry-P2A-ZsGreen-mODC were generated using a lentiviral conducting system. Lentiviruses were produced by transfecting 293FT cells with AAVS1-based plasmids containing mCherry-P2A-ZsGreen-mODC, as described previously. HEK293T cells stably expressing β5-FLAG were generated using a PEI-MAX transfection.

### Mouse breeding

Mice were maintained in the University of Tokyo, specific pathogen-free animal facility. All animal experimental protocols were approved by the Institutional Animal Care Committee of the Graduate School of Pharmaceutical Sciences, the University of Tokyo (approval number M3-33). C57BL/6 N mice (CLEA Japan) were housed in pathogen-free facilities and maintained in 22 °C, 50% humidity temperature-controlled barrier facilities under a 12–12 h light cycle with access to food and water ad libitum.

### Generation of Thap1 C54Y knock-in mice

Thap1 C54Y knock-in mice were generated using Alt-R^TM^ CRISPR-Cas9 system (IDT). Guide RNA (gRNA) was prepared by annealing AltR-CRISPR-Cas9 tracrRNA and Thap1 crRNA.

Thap1 crRNA: 5’- GCAGATGCTGCTGTACTTGG - 3’, 0.6 µM of gRNA was mixed with 0.3 µM of Guide-it™ Recombinant Cas9 Nuclease (Clontech) to produce ribonucleoprotein complex (RNP). Single strand DNA for Thap1 donor DNA was designed to create XhoI site and to replace 54^th^ cysteine with tyrosine (Nihon gene research laboratories). Thap1 C54Y donor ssDNA: 5’-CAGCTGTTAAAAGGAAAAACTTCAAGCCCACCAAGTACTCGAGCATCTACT -3’. Fertilized zygotes of C57BL/6 N mice were obtained by in vitro fertilization. Pronuclear stage embryos were introduced with RNP complex and 400 ng/μl donor ssDNA by electroporation using Genome Editor GEB15 (BEX Co. Ltd)^47^. All embryos were cultured overnight in KSOM and the two-cell stage embryos were transferred into the oviducts of pseudopregnant females. Heterozygous offspring (*Thap1* ^*C54Y/+*^) were identified by genotyping using PCR-based assays on genomic tail DNA. Heterozygous offspring (*Thap1*^*C54Y/+*^) were identified by genotyping using PCR on genomic tail DNA. Genomic DNA was used as a template for PCR amplification of the target region with the following primers:

Forward primer: 5’–CACTGCGTCTTTGATATAGAAAAGCACAGG–3’ Reverse primer: 5’–GTAGAATTTGGAAGGTAAAGGCAGGAGGAT–3’.

The PCR products were digested with XhoI restriction enzyme, and the resulting fragments were separated by agarose gel electrophoresis. Genotypes were determined based on the band patterns: wild-type allele (844 bp) and mutant allele (535 bp and 309 bp).

### Genome-wide CRISPR screening

Genome-wide CRISPR screening was performed using ZsGreen accumulation as an index. The Toronto KnockOut CRISPR library - Version 3 (TKO CRISPR library-V3) containing 4 types of sgRNAs targeting 18,053 human genes were used. The TKO CRISPR library-V3 was introduced and amplified by electroporation in Endura electrocompetent cells (Lucigen). TKO CRISPR library-V3 was introduced into 9 × 10^7^ cells mCherry-P2A-Zsgreen-mODC stable expression U2OS cells by lentivirus, and selection was performed using 2 μg/mL puromycin. The multiplicity of infection (MOI) was measured 4 days after virus infection. At the same time, the infected cells were split into triplicates. The fluorescence intensity of ZsGreen was measured with SH800 (Sony) 7 days after virus infection, and cells with top 1% ZsGreen were sorted by 1.8 × 10^6^ cells/replicate. Before sorting, 1.4 × 10^8^ cells were obtained as a negative control. Genomic DNA was extracted from the obtained cells, and the 360 bp region surrounding the sgRNA was amplified by two-step PCR according to the previous studies^48^. The sequences of sgRNAs contained in the obtained PCR products were identified by the next-generation sequencer HiSeq 2500 (Illumina). The RRA score was calculated by MAGeCK-VISPR, and genes with an RRA score of 0.01 or less and a *P*-value of 0.05 or less were identified as hit genes.

### sgRNA expression vector

For the expression of sgRNA and Cas9, the 5’ ends of the two oligo DNAs encoding the sgRNA sequences were phosphorylated, annealed, and then cloned into the BsmBI cleavage site of lentiCRISPR v2. The sequence of sgRNA used are as follows.

Non-targeting sgRNA: 5’ - CTGAAAAAGGAAGGAGTTGA - 3’

*THAP1* sgRNA #1: 5’ - GCGCGCAGGGTCCTCACTTG - 3’

*THAP1* sgRNA #2: 5’ - GTAGCGGTTCTTGCAGCCGT - 3’

*PSMA6* sgRNA: 5’ - GCATACTTACAACAACCAAG - 3’

### Knockout experiment with lentiviral infection of sgRNA

Cells were seeded in 6-well plates at 3.0 × 10^5^ cells/well. LentiCRISPR v2 with the inserted sgRNA sequence was transfected using PEI-MAX. The medium was changed to DMEM containing 2 μg/mL puromycin for HEK293T, U2OS, and SH-SY5Y cells and 0.5 μg/mL puromycin for HeLa cells 24 hours after transfection, and the cells were cultured at 37 °C for 6 days for drug selection. Unless otherwise stated, samples were collected and analyzed 7 days after transfection.

### Detection of ZsGreen-mODC accumulation by flow cytometry

Cells were harvested after trypsinization, and the fluorescence intensity of ZsGreen and mCherry was analyzed using an Attune NxT Flow Cytometer (ThermoFisher Scientific). The ZsGreen and mCherry fluorescence signals were detected with a 530/30 nm filter and 615/20 nm filter, respectively. Unless otherwise stated, 20,000 events were acquired per sample. Quantitative analysis of fluorescence intensity was performed using Attune NxT Software.

### Glycerol gradient centrifugation analysis and assay of proteasome peptidase activity

Cells were lysed with NP-40 lysis buffer [25 mM Tris-HCl (pH 7.5), 0.2% (v/v) Nonidet P-40, 1 mM dithiothreitol (DTT), 2 mM ATP, and 5 mM MgCl_2_] and centrifuged at 20,000 g for 20 min at 4 °C. The supernatants were fractionated by 8% to 32% (v/v) linear glycerol gradient centrifugation (22 hours, 83,000 g, 4 °C) and separated into 32 fractions, followed by measurement of peptidase activity and immunoblotting of each fraction, as described previously^49^. Peptidase activities were measured using the fluorescent peptide substrate, succinyl-Leu-Leu-Val-Tyr-7-amido-4-methyl-coumarin for chymotrypsin-like activity; tert-Butoxycarbonyl-Leucyl-Arginyl-Arginyl-4-Methylcoumarin-Amide for trypsin-like activity and Benzyloxycarbonyl-Leucyl-Leucyl-Glutamyl-4-Methylcoumarin-Amide for caspase-like activity, as described previously^50^.

### qRT-PCR

For quantitative RT-PCR analysis, total RNA from HEK293T cells was isolated using a High Pure RNA Isolation Kit (Roche) and reverse-transcribed with a ReverTra Ace qPCR RT kit (TOYOBO). Quantitative RT-PCR was performed using Thunderbird Probe qPCR Mix (TOYOBO) and the Universal Probe Library probes (Roche) on the Light Cycler 480 (Roche). The PCR primers used were designed according to the Universal Probe Assay Design Center. The quantitative RT-PCR primer sequences are shown in Supplementary Data 3.

### RNA-seq analysis

For RNA-seq analysis for HEK293T cells, total RNA was extracted from *THAP1* knockout HEK293T cells using a High Pure RNA isolation kit (Roche). RNA-seq libraries were prepared using the NEBNext Ultra II Directional RNA Library Prep Kit (NEB) and sequenced on a DNBSEQ T7 (MGI) to obtain paired-end (PE150) reads. Reads were mapped to Homo Sapiens (GRCh 38/hg38; ensemble 94), using HISAT2^51^, and Feature Counts^52^ v1.5.0-p3 was used to count the reads numbers mapped to each gene. Differential expression analysis of two conditions/groups was performed using the DESeq2 R package (1.20.0)^53,54^. The resulting *P*-values were adjusted using the Benjamini and Hochberg approach for controlling the false discovery rate. For RNA-seq analysis for mouse embryo, total RNA was extracted using NucleoSpin RNA kit (TAKARA). Library preparation was performed using FLASH-seq for bulk RNA^55,56^. Sequencing was carried out on an Illumina NextSeq 2000 platform with paired-end 36 bp reads.

### RNA-Seq Data analysis

Sequencing reads were aligned to the UCSC-hg38 provided from Illumina iGenome using STAR (2.7.10) with some options [--outFilterMultimapNmax 20 --alignSJoverhangMin 8 --alignSJDBoverhangMin 1 --outFilterMismatchNmax 999 --alignIntronMin 20 --alignIntronMax 10000 --alignMatesGapMax 1000000]. Row read counts of each gene was calculated using featureCounts (v2.0.1) and wes quantified as TPM. Differentially expressed genes were identified using DESeq2 (v1.20.0). Additional downstream analyses of Gene Ontology (GO) were performed using DAVID^57^.

### Immunoblot analysis

Cells were lysed with SDS lysis buffer [50 mM Tris-HCl (pH 8.0), 150 mM NaCl, 0.1% sodium dodecyl sulfate (SDS), 1% Triton X-100, 0.5% sodium deoxycholate, and 1 mM PMSF] and centrifuged at 20,000 *g* for 20 min at 4 °C. The supernatants were collected as cell extracts, which were boiled with SDS sample buffer. Proteins were resolved through SDS-polyacrylamide gel electrophoresis and transferred to Immobilon-P polyvinylidene fluoride membranes (Millipore). The membranes were blocked with Blocking One solution (Nacalai Tesque) and subjected to immunoblotting. Protein bands were visualized using enhanced chemiluminescence detection reagents Western Lightning (PerkinElmer). All images were acquired using a Fusion SL4 system (Vilber Lourmat).

### Antibodies

Antibodies used to identify proteasome subunits were described previously^13,49,58^. The following antibodies were purchased: ubiquitin clone FK2 (AB120; LifeSensors), actin C4 (MAB1501R; Chemicon), FLAG M2 (F1804; sigma), and THAP1 (12584-1-AP; Proteintech).

### Quantitative Chromatin Immunoprecipitation (qChIP)

HEK293T cells were transfected with an empty vector, FLAG-THAP1 expression plasmid, or FLAG-THAP1 C54Y expression plasmid. After 48 hours of transfection, 1 × 10^7^ cells were fixed in 1% formaldehyde (Nacalai) in DMEM and incubated with 5 μg of anti-FLAG M2 (F1804; Sigma) using M-280 Sheep Dynabeads (Invitrogen) according to the manufacturer’s instructions. After washing, elution, and cross-link reversal, DNA was sheared from chromatin (sonicated to 200–500 bp). DNA from each ChIP sample and the corresponding input sample was purified and further analyzed by qPCR as follows: each ChIP sample and a range of dilutions of the corresponding input sample (0.01–2% input) were quantitatively analyzed with gene-specific (*PSMB5* promotor region) primers analyzed with LightCycler 480 (Roche) by THUNDERBRID^TM^ SYBR qPCR mix (TOYOBO). Primers were designed as follows:

**Table:** 

*PSMB5* ChIP F	CTTCACTTCCTATTAAATCTAT
*PSMB5* ChIP R	TTAAGGTTAGTGAAGCCATC

### Luciferase assay

HEK293T cells were transfected with the plasmid pGL4.21[luc2P/Puro] (Promega), or a plasmid carrying *PSMB5* promoter region and were selected with 2 μg/mL puromycin for 14 days to stably express a reporter gene encoding firefly luciferase. The firefly luciferase activity was measured by GloMax Luminometer (Promega) and normalized by the protein concentration.

### Statistics and reproducibility

All data were derived from at least three independent experiments and are presented as mean ± SEM Unless otherwise stated in the figure legend. Statistical analyses were performed using Microsoft Excel for Mac (v.16.0), R (v.3.6.0), or GraphPad Prism 9.0 software. The appropriate statistical tests, including unpaired two-tailed Student’s t-test with Welch’s correction, one-way ANOVA with Tukey’s multiple comparisons, or two-way ANOVA Tukey with multiple comparisons test were used as indicated in the figure legends. The significance of Gene Ontology (GO) analysis were calculated using Modified Fisher Exact test and adjusted by Bonferroni, Benjamini, and FDR. All experimental replicates yielded consistent results.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Description of Additional Supplementary Files

Supplementary data 1

Supplementary data 2

Supplementary data 3

Reporting Summary

Transparent Peer Review file

## Source data

Source Data

## Data Availability

The RNA-seq data comparing control and sgTHAP1 HEK293T generated in this study have been deposited in the DDJB database under accession code E-GEAD-845. Further analysis of the RNA-seq data is provided in Supplementary Data 1. The RNA-seq analysis comparing the E10.5 embryos of mouse control and homozygous C54Y Thap1 mutants generated in this study have been deposited in NCBI’s Gene Expression Omnibus (GEO) under accession code GSE:283266 [https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=gse283266]. 

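Among genes past the threshold whose groups of E10.5 embryos did not overlap, the largest decreases in log2 fold change were those of Eif2s3y (-5.56), Ech1 (-5.02), Myog (-4.99), D930028M14Rik (-4.93) and Cuedc2 (-4.84), with adjusted p between 1.34e-05 and 5.82e-04 from limma with Benjamini-Hochberg adjustment. Cuedc2, on chromosome 19 of GRCm38 from 46329812 to 46338702, fell from 184 ± 2.50 TPM (SD, n = 3) to 5.46 ± 0.209 TPM (SD, n = 3). Ech1, on chromosome 7 from 28825217 to 28832247, fell from 124 ± 27.0 TPM (SD, n = 3) to 2.92 ± 1.18 TPM (SD, n = 3). Eif2s3y lies on chromosome Y, so that its difference follows the sex of the embryos. The largest increases were those of Chac1 (3.57), Ndufa4l2 (3.54), Cox4i2 (3.06), Xist (3.04) and Stc2 (2.94), with adjusted p between 4.75e-04 and 0.0116 from limma with Benjamini-Hochberg adjustment. Of these, Chac1 no longer passed without wild-type replicate 1 (adjusted p = 0.0505, in a range of 2.40e-05 to 0.0505 over its alternatives, from limma with Benjamini-Hochberg adjustment). Chac1, Ndufa4l2, Cox4i2 and Stc2 were each highest in Thap1 C54Y/C54Y replicate 3, Chac1 at 61.0 TPM against 14.6 and 14.0 TPM in the other mutants.
The sheets of lower and higher genes in Supplementary Data 2 are titled with a p under 0.01 and a fold change under 0.8 or above 1.2. The copy read here holds 439 lower and 92 higher rows (the paper's numbers), and 9 of the lower rows have a ratio of mean TPM of 0.8 or more. With the p of limma in place of the sheets' p and the limits of these titles on the ratio of mean TPM, 1474 genes were lower and 714 higher. These included 347 of the 439 and 61 of the 92 listed rows. For all 530 rows whose symbol is in the deposited table, the sheet's p equalled that of an unequal-variance two-sample test on TPM and its wild-type mean equalled the mean of the deposited values. Applied to every gene in the table, an alternative chosen after seeing the data, that test gave 814 lower and 178 higher genes, of which 429 and 92 are listed. The listed genes with a position in the annotation lie on chromosomes 1 and 10 to 19 and on chromosome 2 up to a gene that starts at 155517948. Of the 33 proteasome subunit genes, 19 lie inside that range, Psmb5 among them, and 14 outside it.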

Further RNA-seq data analysis is provided in Supplementary Data 2. ChIP-Seq data from the human ChIP-Atlas for THAP1in K562 cells was obtained from NCBI’s GEO through accession number GSM803408. Microarray analyses comparing the mouse control and N-CKO for Thap1 was obtained from NCBI’s GEO through the accession number GSE97372. Source data are provided with this paper.

# Supplementary material for: The DYT6 dystonia causative protein THAP1 is responsible for proteasome activity via PSMB5 transcriptional regulation
**Source:** Nat Commun. 2025 Feb 14;16:1600. doi: 10.1038/s41467-025-56867-x
**Supplement:** Supplementary file 1 — Supplementary Information

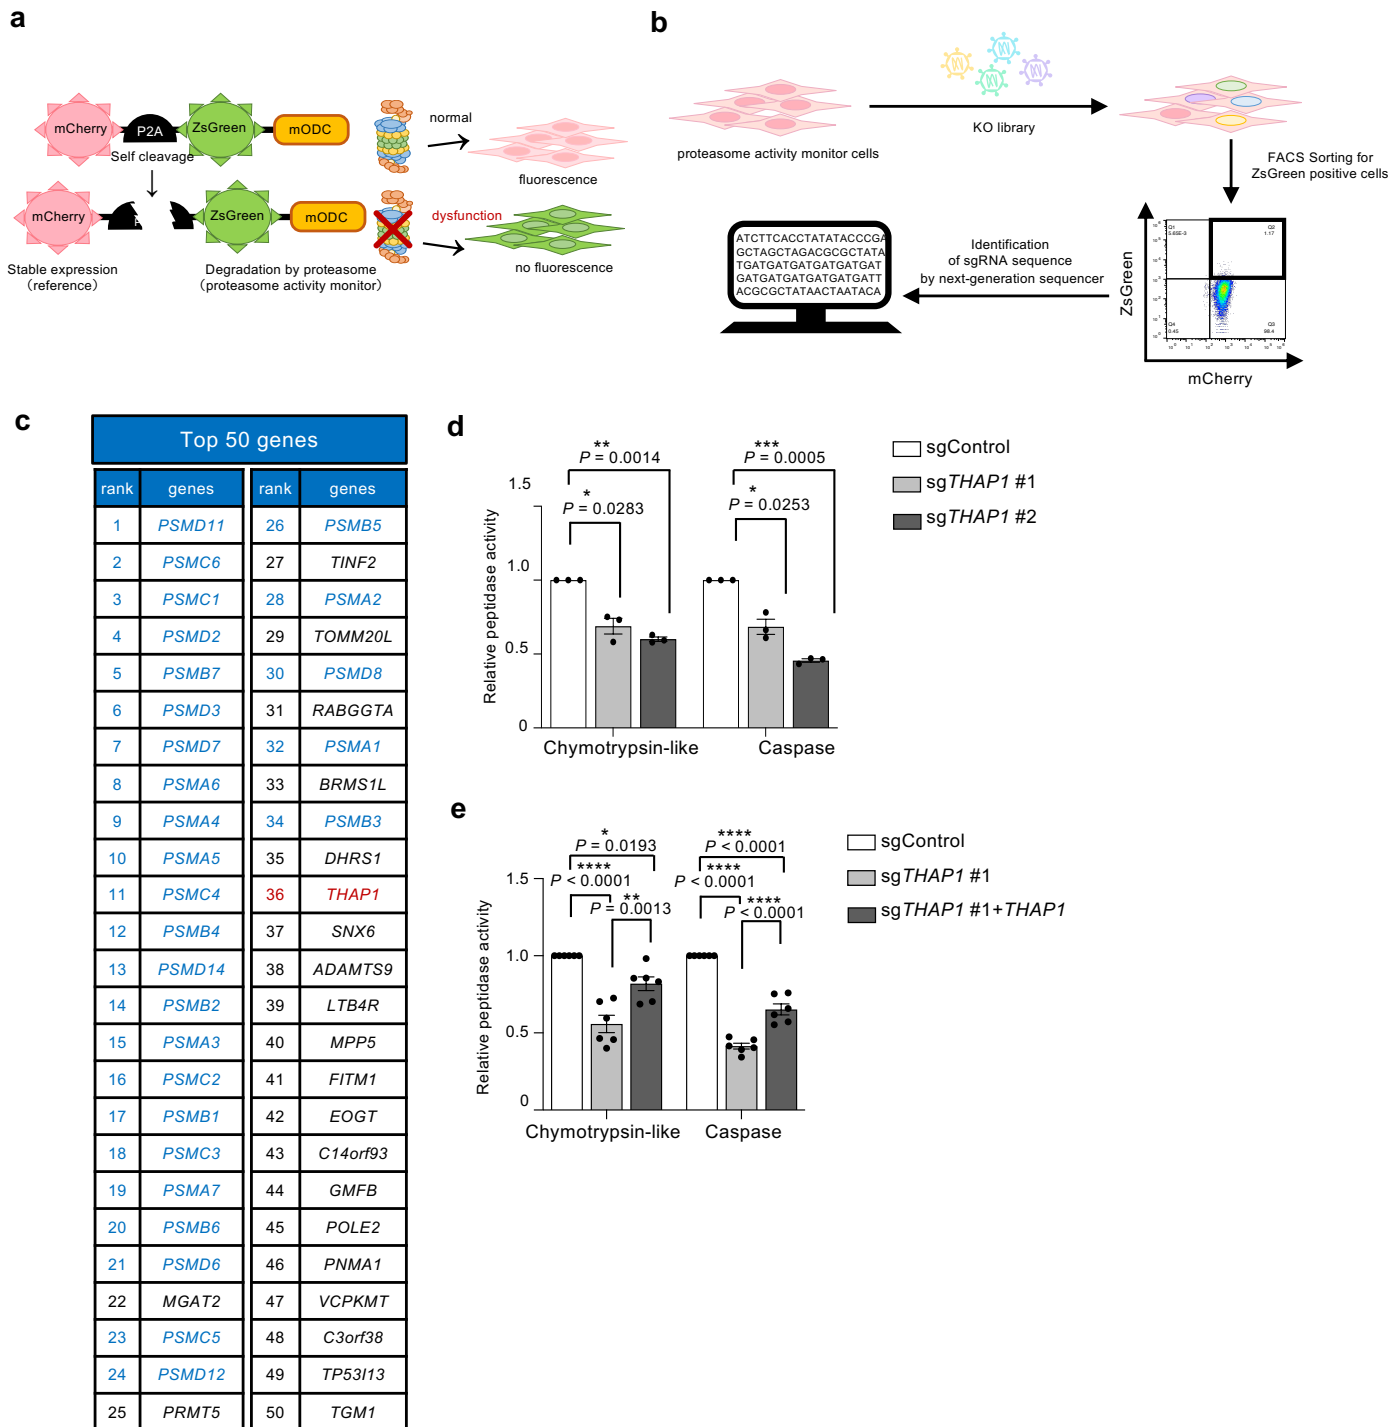

### Supplementary Fig. 1 Genome-wide CRISPR knockout screening based on proteasome activity

**a** Schematic representation of the proteasome activity monitor. The fluorescent protein ZsGreen was fused to the mODC sequence (ZsGreen-mODC). mCherry, which serves as a reference, was linked with ZsGreen-mODC via the self-cleavage sequence P2A. **b** The schematic overview of genome-wide CRISPR knockout screening. The fluorescence intensity of ZsGreen relative to that of mCherry increases when proteasome function is impaired. The cell population in the upper right-hand quadrant of the flow cytometry plot was collected and subjected to next-generation sequencing analysis. **c** List of the top 50 hit genes identified in the screen. **d** Proteasome chymotrypsin-, trypsin-, and caspase-like activities of HEK293T cells transfected with sgControl or sgTHAP1. The peptidase activities were measured in the presence of 0.025% SDS. **e** Proteasome chymotrypsin-like and caspase-like activities of the THAP1 knockout cells in which sgRNA-resistant THAP1 cDNA was added back. The activities were measured in the presence of 0.025% SDS. Data represent the mean  $\pm$  SEM ( $n = 3$  from three biological replicates). The significance were calculated using an unpaired two-tailed Student's t-test with Welch's correction and one-way ANOVA Tukey with multiple comparisons test. \* $P < 0.05$ ; \*\* $P < 0.01$ ; \*\*\* $P < 0.001$ ; \*\*\*\* $P < 0.0001$ . All experiments were performed at least three biologically independent times with similar results. Source data are provided as a Source Data file.

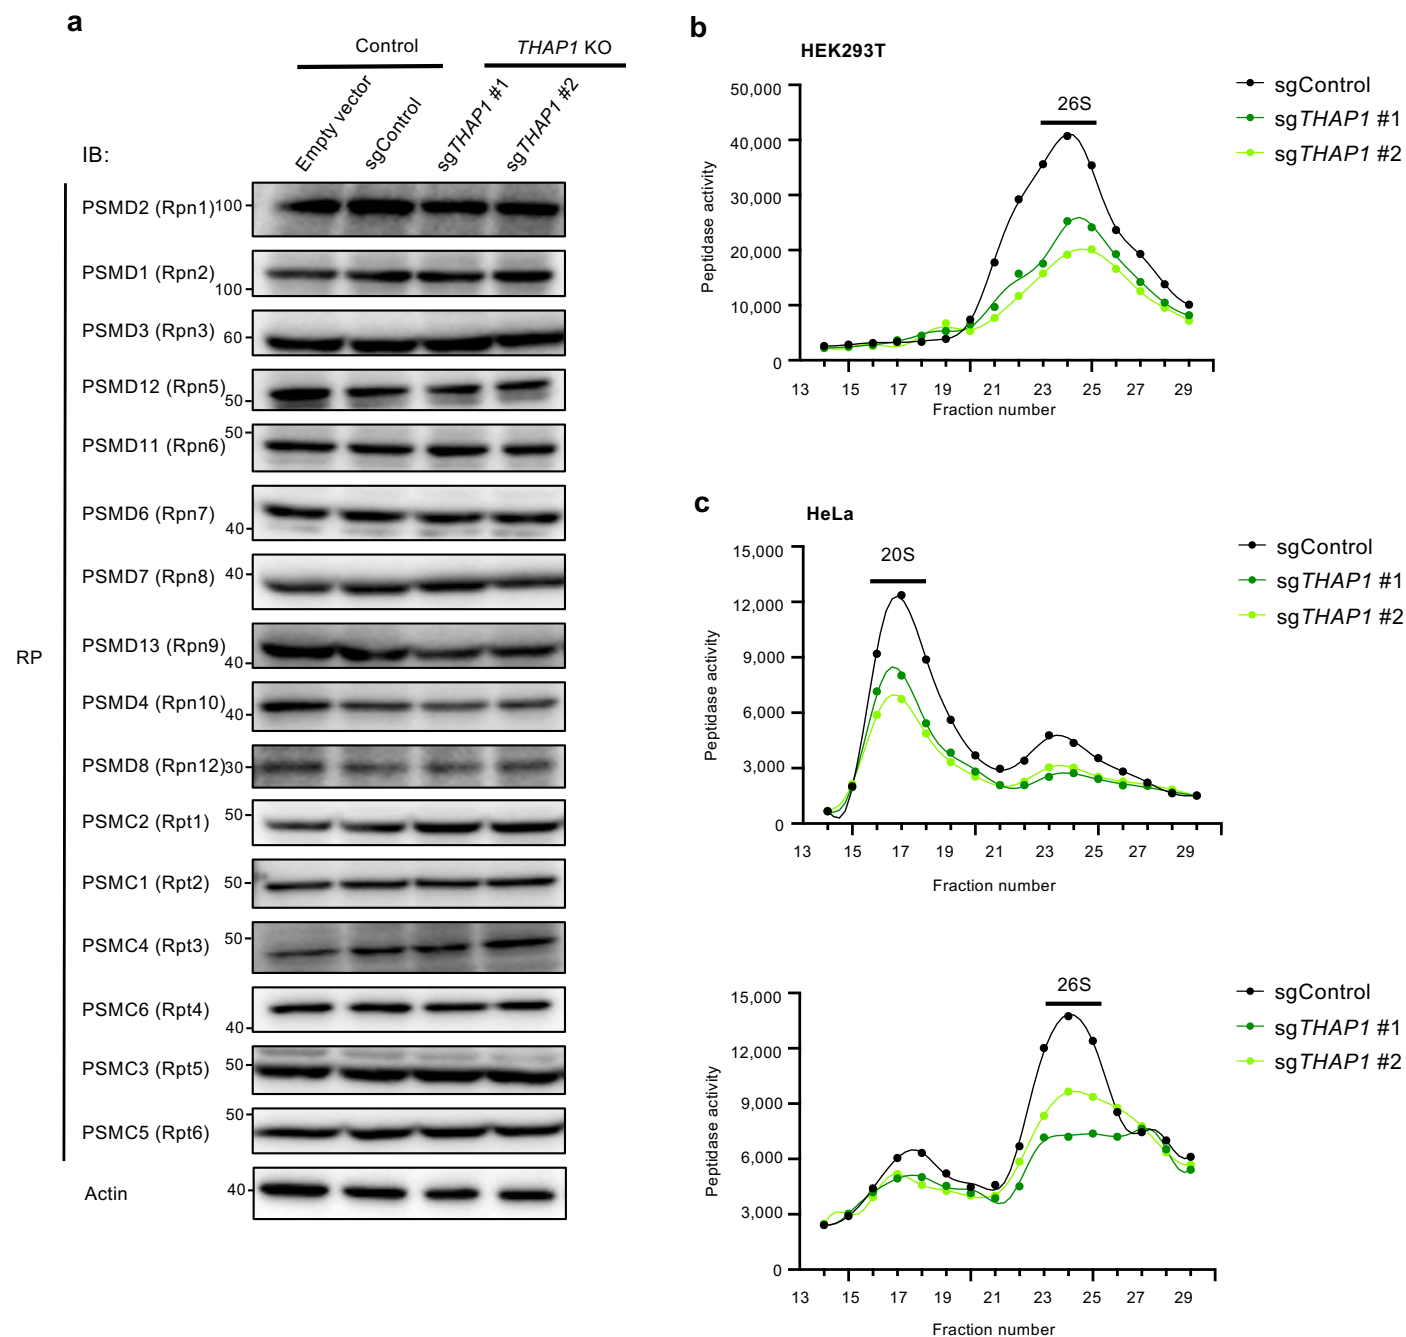

**Supplementary Fig. 2 THAP1 knockout does not affect RP subunits**

**a** HEK293T cells lysate transfected with the indicated sgRNA was analyzed by immunoblot with antibodies against the indicated subunits. **b** The same samples shown in Fig. 2c were subjected to measurement of proteasome chymotrypsin-like activity in the absence of SDS. **c** Analyses analogous to those presented in Fig. 2c were performed using HeLa cells. An equal amount of each even-numbered fraction was used for measuring proteasome chymotrypsin-like activity in the presence (upper) or absence (lower) of 0.025% SDS. All experiments were performed at least three biologically independent times with similar results. Source data are provided as a Source Data file.

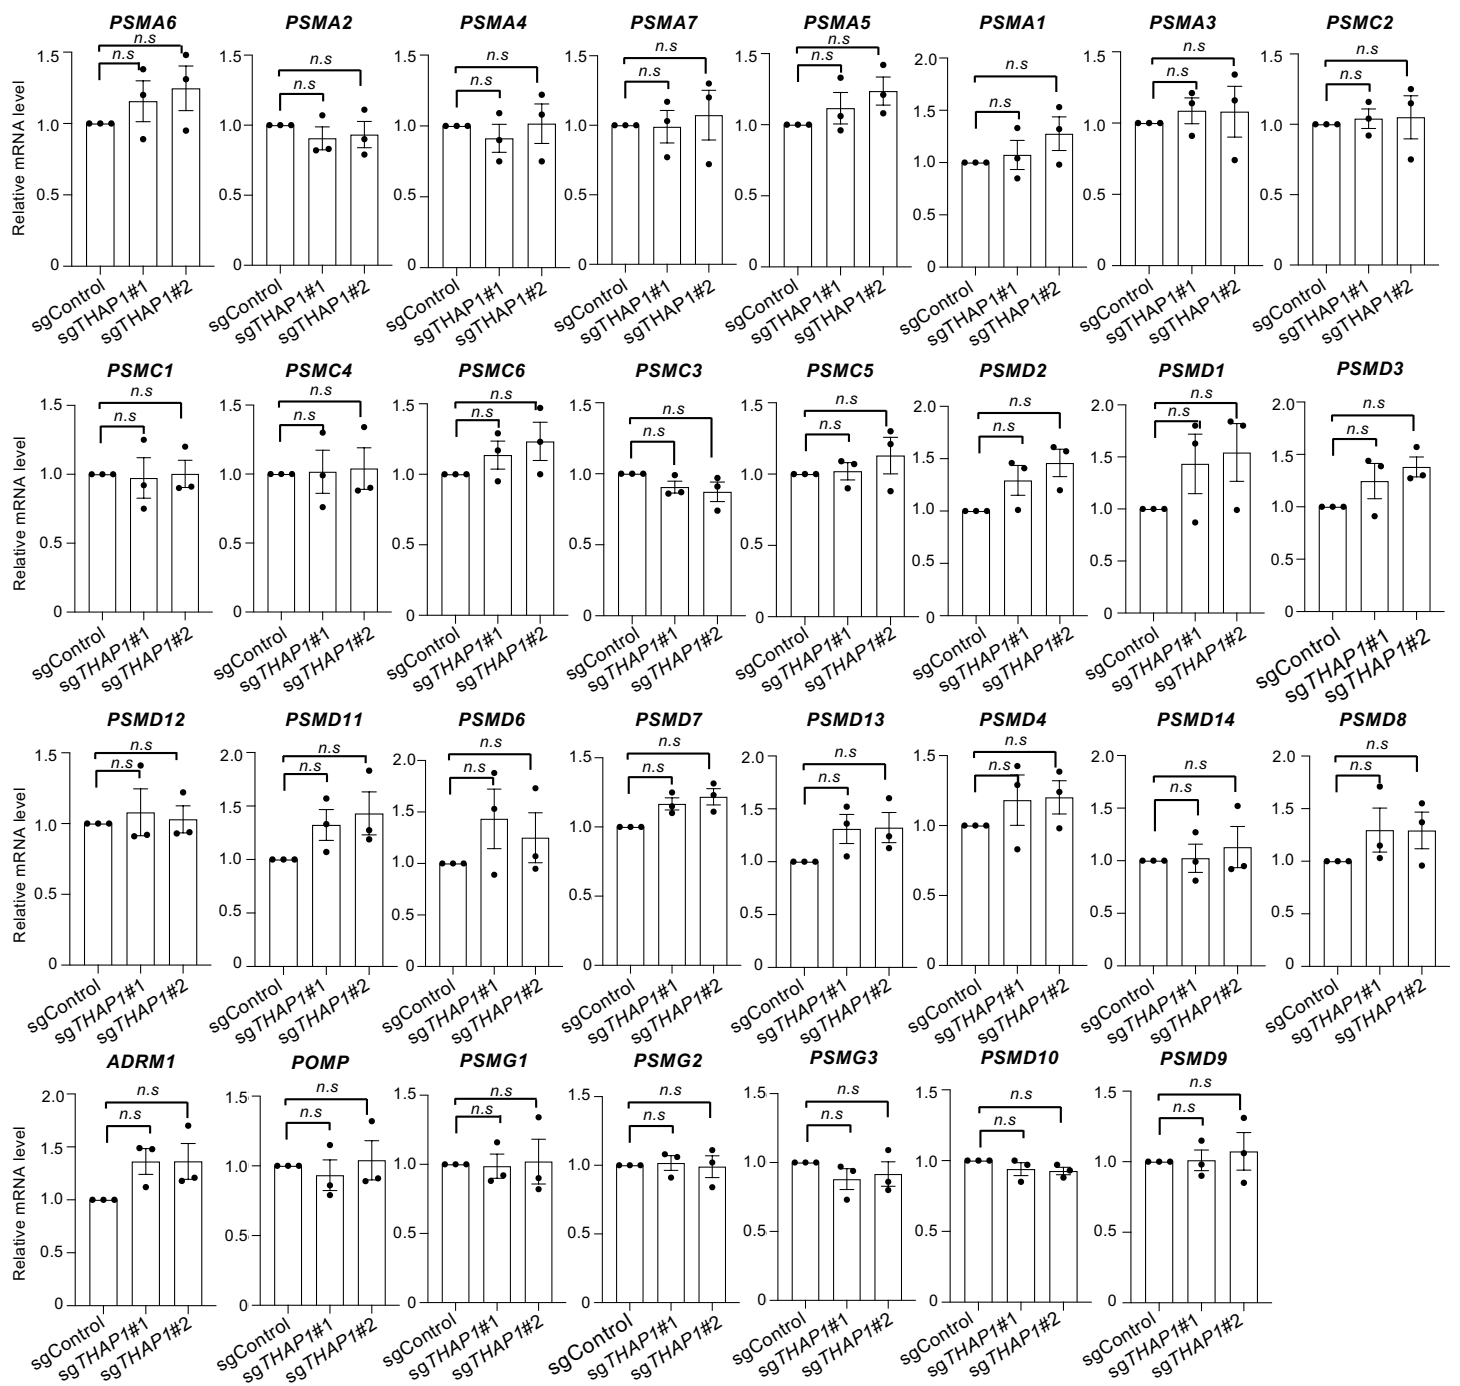

**Supplementary Fig. 3 THAP1 knockout does not affect the mRNA expression of  $\alpha$  subunit and RP subunit genes**

The mRNA expression analysis of the proteasome was conducted in parallel with the analysis presented in Fig. 3a. Data are presented as mean  $\pm$  SEM ( $n = 3$  from three biological replicates). The significance were calculated using an unpaired two-tailed Student's t-test with Welch's correction. *n.s.*, not significant. All experiments were performed at least three biologically independent times with similar results. Source data are provided as a Source Data file.

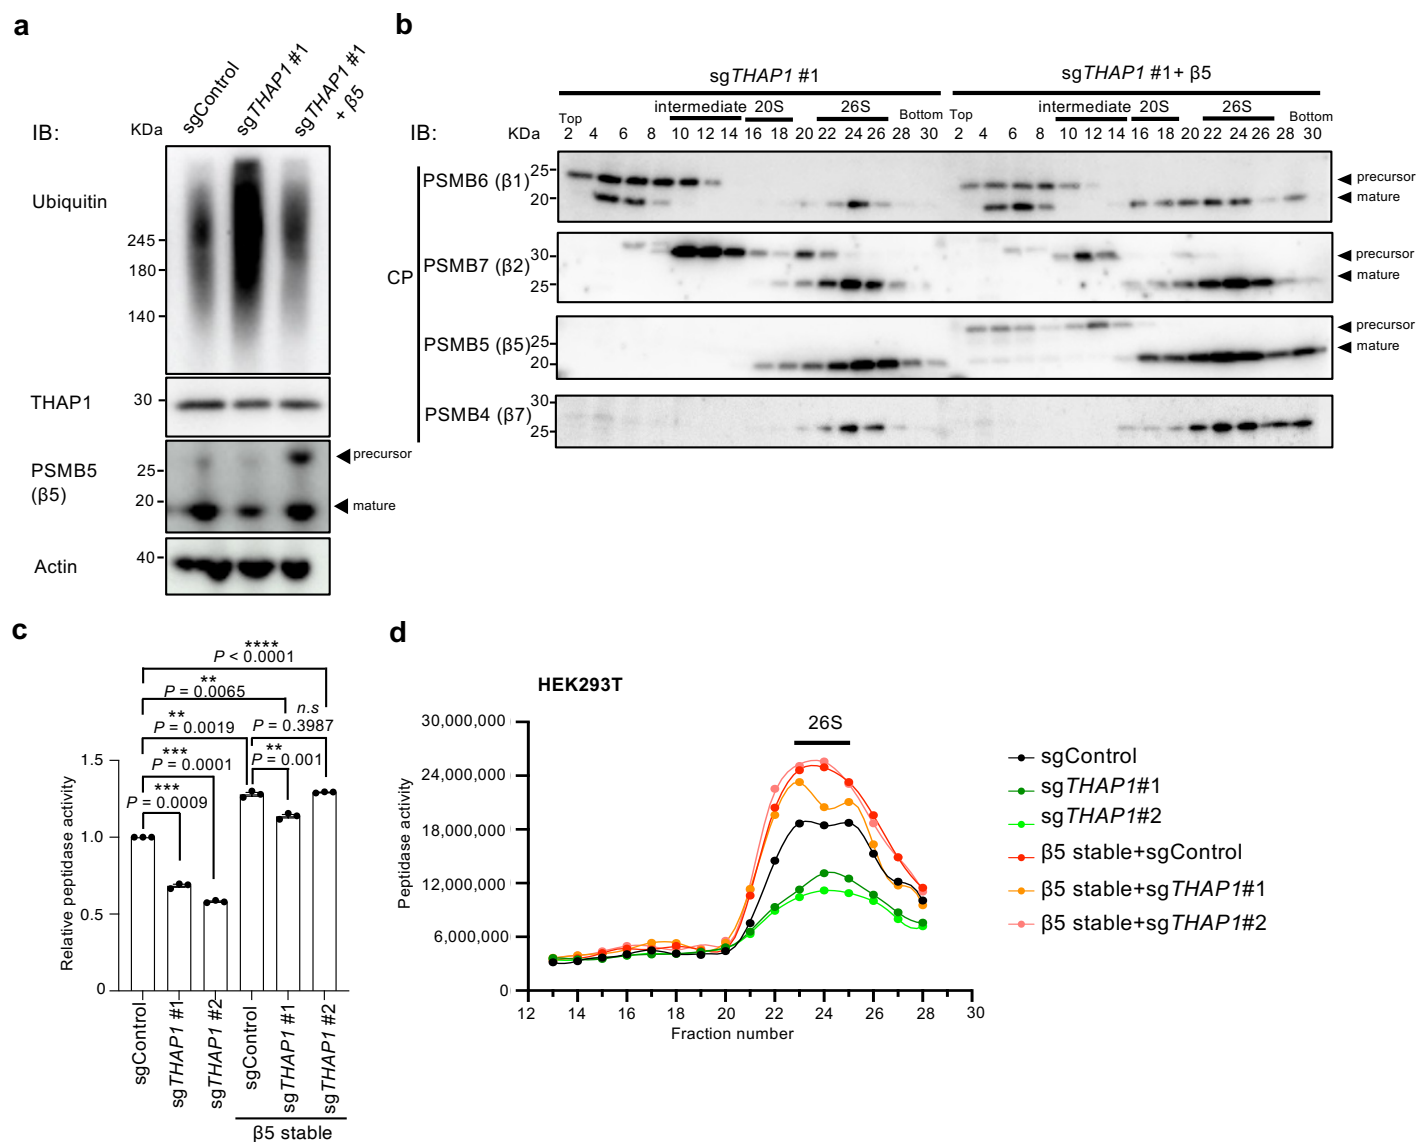

**Supplementary Fig. 4 Overexpression of  $\beta 5$  restore the decreased proteasome activity caused by THAP1 knockout.**

**a** The HEK293T cells were transfected with sgRNA targeting *THAP1* and subsequently transfected with each cDNA encoding proteasome  $\beta 5$  subunits. The cell lysates were subjected to immunoblot analysis using antibodies against the indicated proteins. **b** The lysates from (a) were fractionated by glycerol gradient centrifugation, and an equal amount of each even-numbered fraction was subjected to immunoblot analysis using antibodies against the indicated proteins. **c, d** Proteasome chymotrypsin-like activity assay (c) or with glycerol gradient fractionation (d) of HEK293T or  $\beta 5$ -FLAG stably overexpressing HEK293T cells transfected with the indicated sgRNAs. Data are presented as mean  $\pm$  SEM (n = 3 from three biological replicates). The significance were calculated using unpaired two-tailed Student's t-test with Welch's correction. *n.s.*, not significant. \* $P < 0.05$ ; \*\* $P < 0.01$ ; \*\*\* $P < 0.001$ ; \*\*\*\* $P < 0.0001$ . All experiments were performed at least three biologically independent times with similar results. Source data are provided as a Source Data file.

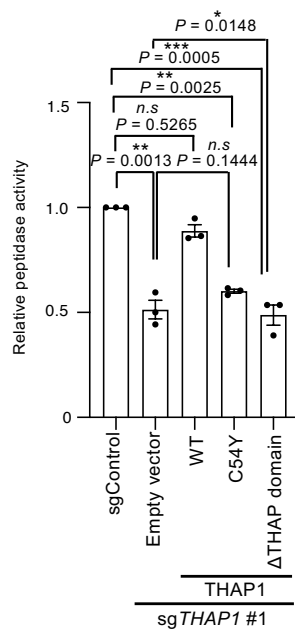

### Supplementary Fig. 5 The THAP domain of THAP1 is essential for regulating proteasome activity.

Chymotrypsin-like activity of the *THAP1* knockout cells in which sgRNA-resistant cDNAs encoding wild-type THAP1, THAP1 C54Y, or THAP1 lacking THAP binding domain was added back. The activity was measured in the absence of SDS. Data are presented as mean  $\pm$  SEM ( $n = 3$  from three biological replicates). The significance were calculated using an unpaired two-tailed Student's t-test with Welch's correction. *n.s.*, *not significant*. All experiments were performed at least three biologically independent times with similar results. Source data are provided as a Source Data file.

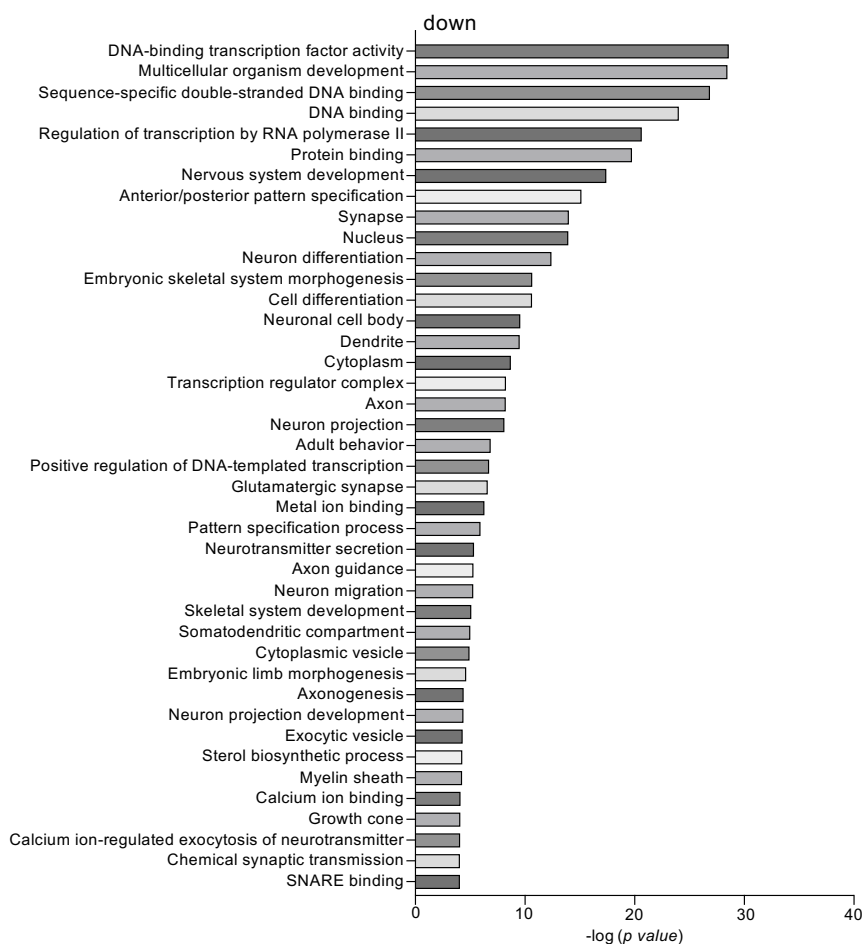

**Supplementary Fig. 7 Development of *Thap1*<sup>C54Y/C54Y</sup> mouse embryos is impaired in the nervous system**

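Supplementary Fig. 7 groups the lower genes of the E10.5 embryos by Gene Ontology term, a catalogue that assigns genes to processes, and counts how many lower genes fall under each. One of its terms is anterior/posterior pattern specification, to which the Hox genes belong. Of 36 Hox genes tested, 33 were lower in Thap1 C54Y/C54Y embryos and 28 were past the threshold, with a median log2 fold change of -1.84 (adjusted p = 2.46e-14 from camera with Benjamini-Hochberg adjustment). The list also passed with fry, and did not with an estimated inter-gene correlation (adjusted p = 0.245, the highest of its alternatives, which otherwise started at 3.44e-17). Camera called it in 10 of the 10 splits of the 6 embryos, and its median was largest in size in the real split alone. The sheet of lower genes already lists 14 of these genes.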

Gene Ontology analysis of *Thap1*<sup>C54Y/C54Y</sup> embryos at E10.5, compared to control *Thap1*<sup>+/+</sup> embryos at E10.5. The significance were calculated using Modified Fisher Exact test and adjusted by Bonferroni, Benjamini, and FDR. Source data are provided as a Source Data file.

# Supplementary material for: The DYT6 dystonia causative protein THAP1 is responsible for proteasome activity via PSMB5 transcriptional regulation
**Source:** Nat Commun. 2025 Feb 14;16:1600. doi: 10.1038/s41467-025-56867-x
**Supplement:** Supplementary file 2 — Description of Additional Supplementary Files

**Description of additional Supplementary Data files**

**File Name:** Supplementary Data 1

**Description**: The results of RNA-seq analysis of HEK293T control and sgTHAP1. Data are presented as mean ± SEM (n = 3 from three biological replicates). Significance was calculated using an unpaired two-tailed Student’s t-test correction. The data relates to Fig.3c.

**File Name:** Supplementary Data 2

**Description:** The results of RNA-seq analysis comparing the E10.5 embryos of mouse control and homozygous C54Y Thap1 mutants. Data represent the mean ± SEM (n = 3 for *Thap1^+/+^* and n = 3 for *Thap1^C54Y/C54Y^* ). Significance was calculated using an unpaired two-tailed Student’s t-test correction. The data relates to Fig.6d.

**File Name:** Supplementary Data 3

**Description:** List of qRT-PCR primers used in this study.

# Supplementary material for: The DYT6 dystonia causative protein THAP1 is responsible for proteasome activity via PSMB5 transcriptional regulation
**Source:** Nat Commun. 2025 Feb 14;16:1600. doi: 10.1038/s41467-025-56867-x
**Supplement:** Supplementary file 6 — Reporting Summary

Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

|                                     |                                                                                                                                                                                                                                                                                                |
|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| n/a                                 | Confirmed                                                                                                                                                                                                                                                                                      |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The exact sample size ( <i>n</i> ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                               |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> A description of all covariates tested                                                                                                                                                                                                                                |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> For null hypothesis testing, the test statistic (e.g. <i>F</i> , <i>t</i> , <i>r</i> ) with confidence intervals, effect sizes, degrees of freedom and <i>P</i> value noted<br><i>Give P values as exact values whenever suitable.</i>                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                                      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                                |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Estimates of effect sizes (e.g. Cohen's <i>d</i> , Pearson's <i>r</i> ), indicating how they were calculated                                                                                                                                                          |

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                      |
|-----------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Data collection | RT-qPCR data were acquired with Light Cycler 480 II (Roche).<br>Western Blots data were acquired with FUSION SL4 400 (Vilber Lourmat).<br>Flow cytometry were performed by Attune NxT Flow Cytometer (Thermo).<br>Peptide activity were measured by Nivo Alpha F HH35000400 (Revvity).<br>The accession number for human ChIP-Atlas ChIP-Seq data (PMID: 30413482) from K562 cells used in the manuscript for THAP1 is GEO: GSM803408.<br>The accession number for the microarray analyses comparing the mouse control and N-CKO for Thap1 (PMID: 28697333) used in the manuscript is GEO: GSE97372. |
| Data analysis   | Graphs and statistical tests were carried out with Prism 9 software (GraphPad Software).. Flow cytometry data were analyzed by Attune NxT software v2.7.0 and FlowJo v10.1.                                                                                                                                                                                                                                                                                                                                                                                                                          |

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

The results of CRISPR screening sequencing datasets generated and analyzed in this study are not publicly available due to patient privacy and confidentiality but are available from the corresponding author on reasonable request.

The RNA-seq data comparing the HEK293T control and gRNA for THAP1 have been deposited to the DDBJ Sequence Read Archive under the accession code DRR576089-DRR576094. Processed data files have been deposited to the Genomic Expression Archive under the accession code E-GEAD-845.

The accession number for the RNA-seq analysis comparing the E10.5 embryos of mouse control and homozygous C54Y Thap1 mutants, as used in the manuscript, is GSE:283266.

All data supporting the findings of this study are available within the paper. the remaining data are available within the article, supplementary information or Source data file. source data are provide with this paper.All other data supporting the findings of this study are available from the corresponding author on reasonable request.

## Research involving human participants, their data, or biological material

Policy information about studies with [human participants or human data](#). See also policy information about [sex, gender \(identity/presentation\), and sexual orientation](#) and [race, ethnicity and racism](#).

|                                                                    |                                                                                                           |
|--------------------------------------------------------------------|-----------------------------------------------------------------------------------------------------------|
| Reporting on sex and gender                                        | The findings in our study do not apply to only one gender. Gender was not considered in the study design. |
| Reporting on race, ethnicity, or other socially relevant groupings | Race/ethnicity was not considered in the study design.                                                    |
| Population characteristics                                         | See above                                                                                                 |
| Recruitment                                                        | N/A                                                                                                       |
| Ethics oversight                                                   | N/A                                                                                                       |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                                                                                                                                    |
|-----------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | No statistical method was used to predetermine sample size. Sample sizes were determined basing on previous experiences and similar published studies elsewhere.                                                                                                                                                                                                   |
| Data exclusions | No Data exclusions were applied.                                                                                                                                                                                                                                                                                                                                   |
| Replication     | For all our results at least two experimental replicates were performed.                                                                                                                                                                                                                                                                                           |
| Randomization   | Randomization was not required as no human participants or animal models were reported in this manuscript and experiments were performed on specified cell lines.                                                                                                                                                                                                  |
| Blinding        | Experiments were performed blinded when possible. Blinding was not possible for many experiments as especially for cell culture experiments given experimental conditions had to be monitored throughout the experiment. To mitigate this, data were plotted and analyzed at the end of the experiment and measurements and analysis were confirmed independently. |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

## Materials &amp; experimental systems

|                                     |                                                                 |
|-------------------------------------|-----------------------------------------------------------------|
| n/a                                 | Involved in the study                                           |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Eukaryotic cell lines       |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Plants                                 |

## Methods

|                                     |                                                    |
|-------------------------------------|----------------------------------------------------|
| n/a                                 | Involved in the study                              |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> ChIP-seq       |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Flow cytometry |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging    |

## Antibodies

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                |
|-----------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Antibodies used | <p>Immunoblotting (IB) (Target molecule, target species, host species, clone, dilution, company, catalog number, Lot number)</p> <p>Proteasome 20S <math>\alpha</math>1, <math>\alpha</math>2, <math>\alpha</math>3, <math>\alpha</math>4, <math>\alpha</math>6, <math>\alpha</math>7, <math>\beta</math>1, <math>\beta</math>2, <math>\beta</math>3, <math>\beta</math>4, <math>\beta</math>5, <math>\beta</math>6, and <math>\beta</math>7 subunit, Mouse, Rabbit, N/A, 1:1000, Homemade, N/A</p> <p>Proteasome 20S <math>\alpha</math>5 subunit, Mouse, Mouse, N/A, 1:1000, Homemade, N/A</p> <p>Proteasome 19S Rpt1, Rpt2, Rpt4, and Rpt5 subunit, Human, Rabbit, N/A, 1:1000, Homemade, N/A</p> <p>Proteasome 19S Rpt3, and Rpt6 subunit, Human, Mouse, N/A, 1:1000, Homemade, N/A</p> <p>Proteasome 19S Rpn1, Rpn3, Rpn5, Rpn6, Rpn7, Rpn8, Rpn9, Rpn10 and Rpn12 subunit, Human/Mouse, Rabbit, N/A, 1:1000, Homemade, N/A</p> <p>Proteasome 19S Rpn2 subunit, Human/Mouse, Mouse, N/A, 1:1000, Homemade, N/A</p> <p>Proteasome assembly chaperone PAC2, and Ump1, Human/Mouse, Rabbit, N/A, 1:1000, Homemade, N/A</p> <p>Ubiquitin, Human, Mouse, FK2, 1:1000, Nippon Bio-Test Laboratories, NBT-MFK003</p> <p><math>\beta</math>-Actin, Human/Mouse, Mouse, 6D1, 1:1000, MBL, M177-3</p> <p>THAP1, Human/Mouse/Rat, Rabbit, N/A, 1:1000, Proteintech, 12584-1-AP</p> <p>FLAG, Human/Mouse, Mouse, N/A, 1:1000, Sigma Millipore, F1804</p> <p>HRP-conjugated rabbit anti-mouse Ig, 1:20000, Jackson ImmunoResearch Laboratories, 315-035-048</p> <p>HRP-conjugated goat anti-rabbit Ig, 1:20000, Jackson ImmunoResearch Laboratories, 111-035-144</p> <p>The antibodies for <math>\alpha</math>3, <math>\alpha</math>6, <math>\beta</math>1, <math>\beta</math>5, <math>\beta</math>7, Rpt3, Rpt6, and Rpn8 were described previously (Hamazaki et al., 2005; Hamazaki et al., 2007; Hirano et al., 2007; Bai et al., 2014; Hamazaki et al., 2015).</p> |
| Validation      | <p>All commercial antibodies were validated by the manufactures and were previously used in peer reviewed works. Antibodies against <math>\alpha</math>3, <math>\alpha</math>6, <math>\beta</math>1, <math>\beta</math>5, <math>\beta</math>7, Rpt3, Rpt6, and Rpn8 were previously used for publication Hamazaki et al., 2005; Hamazaki et al., 2007; Hirano et al., 2007; Bai et al., 2014; Hamazaki et al., 2015.</p>                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                       |

## Eukaryotic cell lines

Policy information about [cell lines and Sex and Gender in Research](#)

|                                                                   |                                                                                                                                                                                    |
|-------------------------------------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Cell line source(s)                                               | HEK293T (ATCC Cat. CRL-3216) , U2OS (ATCC Cat. HTB-96) , HeLa (ATCC Cat. CCL-2) and SH-SY5Y(ATCC Cat. CRL-2266) cells were purchase from American Type Culture Collection (ATCC) . |
| Authentication                                                    | HEK293FT cells were acquired from Thermo Fisher                                                                                                                                    |
| Mycoplasma contamination                                          | all cell lines tested negative for mycoplasma by DAPI staining                                                                                                                     |
| Commonly misidentified lines (See <a href="#">ICLAC</a> register) | no commonly misidentified lines were used                                                                                                                                          |

## Animals and other research organisms

Policy information about [studies involving animals; ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

|                         |                                                                                                                                                                                                                                                                                                                                                   |
|-------------------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Laboratory animals      | All mice were C57BL/6 background and used at 8-16 weeks old. Both male and females were used in the study. Thap1 C54Y/+ mutant mice were generated with CRISPR/Cas9 methods. All mice were housed in a 12h/12h light/dark cycles at ambient temperature of 20-24 ° C and a humidity range 40-60%. These were also incorporated in the manuscript. |
| Wild animals            | The study did not involve wild animals.                                                                                                                                                                                                                                                                                                           |
| Reporting on sex        | Both male and females were used in the study. The study did not involve sexual.                                                                                                                                                                                                                                                                   |
| Field-collected samples | No field samples were collected.                                                                                                                                                                                                                                                                                                                  |
| Ethics oversight        | All animal experiments were performed according to the protocol that approved by the University of Tokyo.                                                                                                                                                                                                                                         |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Plants

|                       |     |
|-----------------------|-----|
| Seed stocks           | N/A |
| Novel plant genotypes | N/A |
| Authentication        | N/A |

## ChIP-seq

### Data deposition

- ☒ Confirm that both raw and final processed data have been deposited in a public database such as [GEO](#).
- ☒ Confirm that you have deposited or provided access to graph files (e.g. BED files) for the called peaks.

|                                                                    |                                                                                                                                                                                                                                                     |
|--------------------------------------------------------------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Data access links<br><i>May remain private before publication.</i> | ChIP Seq analyses are conducted for public data previously published in the original study. The accession number for human ChIP-Atlas ChIP-Seq data from K562 cells used in the manuscript for THAP1 is GEO: GSM803408 and SRX100453 of ChIP-Atlas. |
| Files in database submission                                       | N/A                                                                                                                                                                                                                                                 |
| Genome browser session<br>(e.g. <a href="#">UCSC</a> )             | N/A                                                                                                                                                                                                                                                 |

### Methodology

|                         |                                                            |
|-------------------------|------------------------------------------------------------|
| Replicates              | N/A                                                        |
| Sequencing depth        | N/A                                                        |
| Antibodies              | N/A                                                        |
| Peak calling parameters | N/A                                                        |
| Data quality            | N/A                                                        |
| Software                | The visualization software of public ChIP-seq data is IGV. |

## Flow Cytometry

### Plots

Confirm that:

- ☒ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☒ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☒ All plots are contour plots with outliers or pseudocolor plots.
- ☒ A numerical value for number of cells or percentage (with statistics) is provided.

### Methodology

|                           |                                                                                                                         |
|---------------------------|-------------------------------------------------------------------------------------------------------------------------|
| Sample preparation        | Described in the paper                                                                                                  |
| Instrument                | Attune NxT Flow Cytometer (Thermo Fisher)                                                                               |
| Software                  | Attune NxT software v2.7.0, FlowJo v10.1                                                                                |
| Cell population abundance | For all studies about 20,000 cells were collected per sample.                                                           |
| Gating strategy           | For mCherry-P2A-ZsGreen-mODC proteasome activity assay, first, doublets were excluded with a FSC-W (y) vs FSC-H (x) dot |

plot. "Single Cells" were analyzed for the detection of the fluorescence of mCherry and ZsGreen for proteasome activity in dot plot .

☒ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

How the deposited data were processed for this re-analysis (not part of the article)

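RNA-seq was analysed for 6 whole mouse embryos at E10.5, of which 3 were wild-type and 3 Thap1 C54Y/C54Y, grouped by the genotype in the sample labels. All 6 value columns of the deposited table were used, and 0 columns were left out. The HEK293T RNA-seq, the RT-qPCR, the screen and the biochemical experiments were not analysed here.

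The authors prepared FLASH-seq libraries, aligned paired-end reads with STAR 2.7.10, counted reads per gene with featureCounts 2.0.1 and deposited the values as TPM, 1 column per embryo, without pooling. The methods name hg38 for this step while the table lists mouse gene symbols. They do not state whether counting used strand or how it treated reads with several hits, so values of genes with near-identical copies or overlapping neighbours, among them the chromosome Y genes with a copy on X, are less certain. Each column of TPM sums to 1000000 and keeps no depth, so the depth per embryo is unknown, and no counting interval or lower limit could be given. The spread between embryos is the only error reported.

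From the deposited TPM, log2(TPM + 1) was computed for genes with a mean of at least 1 TPM, and the groups were compared in R 4.3.3 with limma 3.58.1 (lmFit, and eBayes with an intensity trend), with Benjamini-Hochberg adjustment over the 13812 genes tested and a threshold of 0.05. The methods of the authors name DESeq2, which was not run here because it needs counts. Lists of genes were tested in the same fit with camera at a preset inter-gene correlation of 0.01, adjusted over 19 lists: the 32 subunits other than Psmb5, neurons, neural progenitors, synapse and axon, Hox genes, skeletal muscle, heart, primitive red blood cells, yolk sac endoderm, trophoblast, p53 targets, ATF4 targets, hypoxia targets, ribosome biogenesis, assembly chaperones, mitochondrial ribosomal proteins, complex I subunits, and the genes listed as lower or higher after THAP1 knockout in HEK293T cells, a human embryonic kidney cell line, in Supplementary Data 1. The criterion of Supplementary Data 2 was applied as p under 0.01 with a ratio of mean TPM under 0.8 or above 1.2. Of the all-genes sheet of Supplementary Data 2, 1998 of 10000 rows were read, and no overlap or enrichment was tested on that sheet.

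The fit was tested on simulated data, in which 200 of 13812 genes were changed by a log2 value of 2 in each of 10 data sets. On average 92.1% of the changed genes were recovered and 5.62% of the calls were unchanged genes. All 10 shifted lists were found, and 0 unshifted lists passed. The simulated noise was independent between genes and between embryos, which leaves out genes that vary together and deviations shared by embryos. The simulation therefore cannot show how often camera calls unshifted lists whose genes vary together.

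Replicate numbers are shared between the groups, and the labels and the paper do not say what they mark. Embryos with the same number deviated together from their group means, with correlations across genes of 0.693, 0.558 and 0.769 for numbers 1, 2 and 3, so the numbers pair the samples and a fit with the number as a block is reported where it changes a call or moves a count of calls by more than 1.5 times.

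The genes named are Thap1, Psmb5, Psmd6, Psmd8 and Nfe2l1, any subunit or assembly chaperone past the threshold, the 5 largest decreases and 5 largest increases among genes past the threshold whose groups do not overlap, and 5 sex-linked genes. This rule, the lists, the designs and the first set of alternatives were fixed before the data were examined. Other genes, such as Psmd13 and Afp, were chosen after their values were seen. Alternatives covered the pseudocount, the filter on low TPM, the scaling of the embryos, the estimate of the spread, the replicate block, each embryo left out in turn, and other set tests. Those added after seeing the data were the batch term for the embryos numbered 3, replicates 1 and 2 alone, the removal of 140 yolk sac transcripts, the block with a correction for GC content and transcript length, the removal of X and Y genes, and the unequal-variance test. One assembly chaperone of the list is not reported here.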

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

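The lists and their camera tests, median-of-ratios scaling and the splits of the embryos were fixed before the data were examined. So were the tests on Fbxl15 and on the share of genes on X and Y. The other tests in this part, and the use of the scaling to test explanations, were chosen after the results were seen.

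The paper does not report on the transcript of the mutated gene. Thap1 had a log2 fold change of 1.67 and 3.25 times the wild-type TPM, in 3 of 3 mutants, while in the immunoblot of Fig. 6f, read by eye, the THAP1 band of the homozygous lane is weaker than those of the other lanes. Reads of the neighbouring gene Rnf170 would raise Rnf170 too, and its log2 fold change was -0.078. A shift of the TPM scale would be removed by median-of-ratios scaling, after which the value for Thap1 was 1.78. The sex of the embryos stays open, because 0 embryos of the other sex are in either group. A candidate explanation is that the mutant protein no longer limits transcription of its own gene, or that the edited transcript is more stable, and neither was tested.

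Xist, which the paper does not discuss, had a log2 fold change of 3.04. In 6 of 6 embryos the 4 chromosome Y genes and Xist lay on the side of their group, as they would if all wild-type embryos were male and all mutants female. If the sex of each embryo were drawn at even odds, groups of 3 would be of 1 sex each, and of different sex, with a probability of 0.03125. Maternal RNA in samples of male mutants was argued against by the chromosome Y genes, whose sum in a mutant was at most 0.163% of the wild-type mean. The paper's reporting summary states that both sexes were used, and the labels give no sex. Genes of chromosomes X and Y were 3.49% of those past the threshold (63 of 1807), and without X and Y genes 1216 were lower and 571 higher, but autosomal genes that follow sex and those that follow genotype cannot be told apart, since no embryo has the other combination.

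Cuedc2 had a log2 fold change of -4.84 and Ech1 of -5.02, among the largest decreases, and the paper discusses neither. Variants carried along with the edited Thap1 on chromosome 8 were argued against, since 0 of the 2 genes lie there. Reads of Cuedc2 assigned to the overlapping gene Fbxl15 would have raised Fbxl15, whose mean changed by -3.93 TPM. The sex of the embryos stays open here as well (0 embryos of the other sex within a group). Whether THAP1 acts on either gene was not tested. The paper lists Ech1 among the genes lower after THAP1 knockout in HEK293T cells.

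Of the lists that the paper does not discuss, the heart list had a median log2 fold change of 1.61, trophoblast 1.85, hypoxia targets 1.20, p53 targets 0.67 and ATF4 targets 0.89. The trophoblast median covers 8 of the 14 listed genes, those above the expression limit, and was 1.08 without a filter on low TPM. All 5 lists stayed past the threshold and higher among replicates 1 and 2, which all hold yolk sac transcripts (5 of 5), and after median-of-ratios scaling (5 of 5). The yolk sac list was also higher in the mutants among replicates 1 and 2 (median 0.46), so yolk sac content was not equal there. A lower share of neural tissue alone would raise every other tissue alike, but the medians of heart and skeletal muscle (-1.67) differed by 3.28. Skeletal muscle may be lower for a reason of its own, so a part of the neural share in the higher lists stays open. The sex of the embryos stays open (0 embryos of the other sex within a group). Camera also called trophoblast, p53 and ATF4 targets in 6 of the 10 splits of the embryos and heart and hypoxia targets in 7, the real one included, but the median of each of the 5 was largest in size in the real split alone. With camera at an estimated correlation none of the 5 passed (0 of 5, adjusted p = 0.245). The study's sheet of higher genes holds 1 gene of the heart list, 2 of the p53 targets and 1 of the ATF4 targets. Homozygous embryos die around this stage according to the paper, and a failing or delayed embryo may explain the hypoxia, p53 and ATF4 lists. That explanation was not tested. For trophoblast, the highest TPM of 4 placental hormone and protease genes (Prl3d1, Tpbpa, Prl2c2 and Ctsq) in mutant replicate 3 was 0.0649, while Hand1 was 99.8 TPM there. Prl3d1 was 3.31 and 2.82 TPM in the other mutants. Attached trophoblast and a change in the embryos themselves cannot be told apart, because these genes lie near the floor in 1 library.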

How the results depend on the processing

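Psmb5 stayed lower and Thap1 higher, past the threshold, under all 20 alternatives each, with log2 fold changes of -1.46 to -1.29 and 1.60 to 1.78. Their adjusted p ranged from 1.26e-05 to 0.0106 and from 7.29e-06 to 0.0118 (limma with Benjamini-Hochberg adjustment). Psmd6 stayed on its side of the threshold under all 20, and Psmd8 under 18. The cause was not tested for any change below except where a reason is given.

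The number of genes past the threshold moved under most alternatives. With the replicate block, 2845 genes were lower and 1705 higher (2374 and 1436 by the criterion of Supplementary Data 2), and of the other results computed with it, it changed the calls of complex I subunits (adjusted p = 0.0837) and yolk sac endoderm (adjusted p = 0.0153) and, of single genes given in the text, of Psmg3 (adjusted p = 0.0367), Fbxl15 (adjusted p = 0.0408) and Prl3d1 (adjusted p = 0.0459), all past the threshold with it except complex I subunits. It also moved the overlaps with the HEK293T lists, from 29 to 66 genes lower in both (p = 0.0418) and from 15 to 49 higher in both (p = 0.00222), and the share with the motif among genes lower in both, from 25% to 18.8% (p = 0.0305, all by Fisher's exact test, two-sided). Within 10 Mb of Thap1, 25 genes were past the threshold with it in place of 14. It changed no other call among the set tests, the single genes given in the text and these overlaps. With limma sample weights, 4285 were lower and 2109 higher (3156 and 1621 by the criterion), 8 subunits passed, and Psmd8 passed at -0.19. With the embryos numbered 3 as a batch term, 3629 were lower and 2125 higher (2751 and 1710 by the criterion), 6 subunits passed, and Psmd8 passed at -0.19. With replicates 1 and 2 only, 3697 were lower and 2414 higher (2994 and 2013 by the criterion), and 2 subunits passed, Psmb5 and Psma6. With the block and a GC and length correction, 2271 were lower and 2418 higher (1942 higher by the criterion), so that 48.4% of calls were lower. Of these 5 alternatives, the block and the sample weights were set before the data were examined and the others chosen after. The block, the sample weights and the batch term kept all 1807 calls, with the same sign. At an adjusted p under 0.1, 2094 were lower and 1086 higher.

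A minimum mean of 5 TPM leaves fewer genes to test, and 655 were lower (954 by the criterion). Median-of-ratios scaling gave 997 higher genes (1111 by the criterion) and quantile normalization 918 (1073 by the criterion), with 55.9% and 53.1% of calls lower against 67.8%. An equal-variance test gave 408 higher genes by the criterion on TPM and 465 on log2(TPM + 1). The unequal-variance test on TPM, added after seeing the data, gave 814 lower and 178 higher.

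Across the 6 fits that each left out 1 embryo, with fewer samples, from 475 to 2713 genes were lower and from 131 to 1334 higher, and by the criterion from 860 to 2392 and from 412 to 1123. The highest of all 4 counts were without Thap1 C54Y/C54Y replicate 3, and 475 lower and 131 higher genes were found without wild-type replicate 2. The direction of the set test, which is relative to all genes, reversed in some of these fits. The medians ranged from -0.16 to -0.029 for the 32 other subunits, from -0.16 to -0.063 for genes lower in HEK293T cells, from -0.26 to 0.49 for primitive red blood cells, from -1.80 to 2.10 for yolk sac endoderm, from -0.10 to 0.050 for ribosome biogenesis and from -0.14 to -0.047 for mitochondrial ribosomal proteins. None of the reversed values was past the threshold. Yolk sac endoderm follows which embryos with yolk sac transcripts remain. It was -1.80 without wild-type replicate 3 and -0.67 without Thap1 C54Y/C54Y replicate 1. Primitive red blood cells were -0.26 without Thap1 C54Y/C54Y replicate 1.

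Median-of-ratios scaling, which raised the median of all genes to 0.022, reversed the 32 other subunits to a median of 0.028 and mitochondrial ribosomal proteins to 0.031. With fry, which does not test against all other genes, the direction reversed for genes higher in HEK293T cells (median -0.053) and for ribosome biogenesis (median -0.041). With an estimated correlation camera called 0 of the nervous system lists and 0 of the other tissue and stress lists, and the Hox genes at -1.84 did not pass. Complex I subunits were past the threshold only in part, and failed it under 15 alternatives. Nfe2l1 passed under 5.

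Because TPM keep no depth, the counting error of genes with low TPM is unknown, which limits what can be said of values near 0.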

Differences from the paper's values

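The paper's sheets of Supplementary Data 2, in the copy read here, list 439 lower genes against 1474 by the ratio and p limits in the sheets' titles with the p of limma. None of the alternatives set before the data were examined closed the gap, with values from 860 to 3156. The paper's sheet of higher genes lists 92 against 714 here, and no alternative set before the data were examined closed that gap either, with values from 408 to 1621. The unequal-variance test on TPM, which was chosen after seeing the values and gives the p of the sheets, gave 814 lower and 178 higher genes, also more than 1.5 times the paper's numbers. All counts made here cover every chromosome, and the sheets do not. Of genes meeting the limits by the unequal-variance test, the sheets list 436 of 439 on chromosomes 1 and 10 to 19. They list 0 of 446 on chromosomes 3 to 9, X and Y, so much of the excess under that test lies on chromosomes absent from the sheets. Of the listed lower genes 9 have a ratio of 0.8 or more, up to 0.846.

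The paper states that Psmb5 alone among the proteasome subunits is lower in the mutant embryos. It also states that THAP1 has no part in expressing Rpn7 and Rpn12, but leaves open a role under certain conditions. Psmb5 was the 1 subunit past the threshold here. Under limma sample weights 8 subunits passed, under the batch term for the embryos numbered 3 (chosen after seeing the values) 6, and under replicates 1 and 2 only (also chosen after seeing the values) 2. Psmd8, which encodes Rpn12, was among them under the first 2 of these, at a log2 fold change of -0.19 each.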

Other observations

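The lists and their camera and fry tests, the replicate block, median-of-ratios scaling and the splits of the embryos were fixed before the data were examined. So were the tests on Hox genes and on sex as a cause of the calls. The other tests in this part were chosen after the results were seen, among them the block with a GC and length correction.

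The 6 embryos can be split into groups of 3 in 10 ways. As many genes past the threshold as in the real split (1807) were found in 1 of the 10 splits, the real one, and the other splits gave 0. As many genes by the criterion of Supplementary Data 2 were found in 1 of 10, and as many subunits past the threshold in 1 of 10. As many lists past the threshold (11) were found in 6 of 10, so the number of lists called by camera does not mark the genotype. Of the splits, 4 part all 3 pairs of equal number, and the 3 others among these gave 0 calls. With the replicate block, the real split gave 4550 calls and 11 lists, and these 3 others 0 calls each and 8, 8 and 12 lists. With 10 splits a share under 0.05 cannot be reached. Of the genes past the threshold, 99.1% stayed past it with one sign among replicates 1 and 2 alone. These calls therefore did not rest on the embryos low in yolk sac transcripts. In that fit the yolk sac list was higher in Thap1 C54Y/C54Y (median 0.46, adjusted p = 0.00325 from camera with Benjamini-Hochberg adjustment). Yolk sac content was thus not equal there, and a smaller difference in it stays open. After median-of-ratios scaling 96.8% of the genes past the threshold stayed past it with one sign. With the block and a GC and length correction 98.6% did, which argues against the TPM scale and these trends. Sex stays open, with 3.49% of these genes on X or Y.

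Genes of the yolk sac endoderm were low in replicate 3 of both groups. Afp was 8236 and 7799 TPM in wild-type replicates 1 and 2 and 119 TPM in replicate 3, and 6689, 6483 and 58.3 TPM in the mutants. Of 17 genes in the list, 15 were over 4-fold lower in replicate 3 of both groups, as they would be if yolk sac membranes stayed on the embryos numbered 1 and 2 only. A lower depth of replicate 3 as the cause was argued against, since 96.7% of genes of similar abundance were within 4-fold there. Whether its depth was lower stays open, because TPM of abundant genes do not show depth. Genes at 0 were 33.8% in wild-type replicate 3, against 25.4% and 25.8% in wild-type replicates 1 and 2. In Thap1 C54Y/C54Y they were 26.9% in replicate 3, against 21.6% and 26.6% in replicates 1 and 2. The yolk sac list did not differ between genotypes (median log2 fold change 0.22, adjusted p = 0.363 from camera with Benjamini-Hochberg adjustment) and passed under 4 alternatives, among them the replicate block (adjusted p = 0.0153, in a range of 0.00325 to 0.959 over its alternatives). No biological explanation was tested.

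Hox genes with a higher paralog number, which are expressed further toward the tail and later, fell further. Across 36 genes, which are not independent, Spearman's rho of the log2 fold change with the paralog number was -0.38 (permutation test, p = 0.0227) and Pearson's r -0.49. A delay in axial development may explain this as a hypothesis. Whether the embryos were younger in somites was not tested.

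The sheets of Supplementary Data 2 list no gene placed on chromosomes 3 to 9, X and Y in the copy read here. By the unequal-variance test, 992 genes meet the limits in their titles. Of those with a position in the annotation, 439 lie on chromosomes 1 and 10 to 19, and 436 of these are listed (99.3%). Of 100 on chromosome 2, 80 are listed, and of 446 on chromosomes 3 to 9, X and Y, 0 are. The all-genes sheet has 10000 rows, with those not read, against 24421 genes in the table. A candidate explanation is that the sheets were made from part of the table, sorted by chromosome. Thap1, on chromosome 8, and Psmd8, on chromosome 7, lie outside the listed range. No biological explanation was tested.

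Of the genes lower after THAP1 knockout in HEK293T cells, 255 were matched by symbol and tested, and 29 of these were also lower in the mutant embryos (11.4%, against 8.83% of other genes, Fisher's exact test, two-sided, p = 0.181), while 12 were higher. Of 260 higher genes 15 were also higher (5.77% against 4.18%, Fisher's exact test, two-sided, p = 0.209), while 31 were lower. As sets, their median log2 fold changes were -0.085 (adjusted p = 0.575) and -0.053 (adjusted p = 0.428), from camera with Benjamini-Hochberg adjustment. Psmb5 is among the 29. These overlaps depended on the fit. With the replicate block, 66 of the 255 were also lower (25.9%, against 20.5% of other genes, Fisher's exact test, two-sided, p = 0.0418) and 35 higher, and 49 of the 260 were also higher (18.8%, against 12.2%, p = 0.00222 from the same test) and 42 lower. With Benjamini-Hochberg adjustment over the 2 overlaps these p were 0.0418 and 0.00444. Over 20 alternatives p was under 0.05 in 11 for the lower genes, in a range of 4.42e-04 to 0.434, and in 8 for the higher genes, in a range of 2.63e-04 to 0.361. A THAP1 motif near the transcription start might mark the genes lower in both. It was found in the first 100 bases of 25% of the 28 searched, against 31.2% of other genes (Fisher's exact test, two-sided, p = 0.546), and with the replicate block of 18.8% of the 64 searched, against 31.3% (p = 0.0305, in a range of 0.0305 to 1 over the alternatives, 2 of 20 under 0.05). In these 100 bases, a share not above that of other genes argues against the motif as a mark of these genes as a set. It leaves open that the motif marks some of them. Of all 253 HEK293T lower genes searched, 25.7% had the motif, against 31.3% of other genes (Fisher's exact test, p = 0.0553). Bases before the transcription start were not searched, so a motif there stays open.

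Of the remaining lists, skeletal muscle had a median log2 fold change of -1.67 (adjusted p = 1.70e-04, and 0.253 with a minimum mean of 5 TPM, in a range of 3.65e-05 to 0.272 over its alternatives), and complex I subunits 0.072 (adjusted p = 0.0453, in a range of 0.00152 to 0.814 over its alternatives). Not past the threshold were primitive red blood cells (0.021, adjusted p = 0.428), ribosome biogenesis (-0.041, adjusted p = 0.428), mitochondrial ribosomal proteins (-0.084, adjusted p = 0.575) and 8 assembly chaperones (-0.14, adjusted p = 0.457), all from camera with Benjamini-Hochberg adjustment. Primitive red blood cells passed, as higher, under 3 alternatives, without Thap1 C54Y/C54Y replicate 3 (adjusted p = 2.52e-04), with limma sample weights (0.00130) and with replicates 1 and 2 only (0.00142), in a range up to 0.941. Ribosome biogenesis passed, as higher than all other genes, under 3, without Thap1 C54Y/C54Y replicate 2 (adjusted p = 0.0224), without wild-type replicate 3 (0.0341) and after median-of-ratios scaling (0.0385), in a range up to 0.941. The adjusted p of mitochondrial ribosomal proteins started at 0.243 and that of the assembly chaperones at 0.172 over their alternatives. The adjusted p of heart was 9.64e-10, of trophoblast 6.76e-05, of p53 targets 5.27e-08, of ATF4 targets 3.86e-07 and of hypoxia targets 3.71e-11 from the same test. Among the 10 splits of the embryos, the real one included, camera gave a p as small in 3 for heart, 2 for trophoblast, 3 for p53 targets, 4 for ATF4 targets and 4 for complex I subunits, and in the real one alone for hypoxia targets and skeletal muscle. The median of complex I subunits was as large in size in 2 splits, and that of each of the 6 others in the real one alone. Psmg3, the chaperone with the largest decrease (-0.33, adjusted p = 0.174), passed with the replicate block (adjusted p = 0.0367 from limma with Benjamini-Hochberg adjustment). Of the 11 lists past the threshold, 10 passed with fry and 0 with an estimated correlation. Nfe2l1, which encodes Nrf1, had a log2 fold change of 0.35 (adjusted p = 0.108 from limma with Benjamini-Hochberg adjustment), higher in 3 of 3 mutants. Within 10 Mb of Thap1, 14 of 77 genes tested were past the threshold (18.2%, against 13.1% elsewhere, Fisher's exact test, two-sided, p = 0.177), and with the replicate block 25 (32.5%, against 32.9% elsewhere, p = 1).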
